# VE-cadherin enables trophoblast endovascular invasion and spiral artery remodeling during placental development

**DOI:** 10.7554/eLife.77241

**Published:** 2022-04-29

**Authors:** Derek C Sung, Xiaowen Chen, Mei Chen, Jisheng Yang, Susan Schultz, Apoorva Babu, Yitian Xu, Siqi Gao, TC Stevenson Keller, Patricia Mericko-Ishizuka, Michelle Lee, Ying Yang, Joshua P Scallan, Mark L Kahn

**Keywords:** placenta, spiral artery, VE-cadherin, trophoblast, Mouse

## Abstract

During formation of the mammalian placenta, trophoblasts invade the maternal decidua and remodel spiral arteries to bring maternal blood into the placenta. This process, known as endovascular invasion, is thought to involve the adoption of functional characteristics of vascular endothelial cells (ECs) by trophoblasts. The genetic and molecular basis of endovascular invasion remains poorly defined, however, and whether trophoblasts utilize specialized endothelial proteins in an analogous manner to create vascular channels remains untested. Vascular endothelial (VE-)cadherin is a homotypic adhesion protein that is expressed selectively by ECs in which it enables formation of tight vessels and regulation of EC junctions. VE-cadherin is also expressed in invasive trophoblasts and is a prime candidate for a molecular mechanism of endovascular invasion by those cells. Here, we show that VE-cadherin is required for trophoblast migration and endovascular invasion into the maternal decidua in the mouse. VE-cadherin deficiency results in loss of spiral artery remodeling that leads to decreased flow of maternal blood into the placenta, fetal growth restriction, and death. These studies identify a non-endothelial role for VE-cadherin in trophoblasts during placental development and suggest that endothelial proteins may play functionally unique roles in trophoblasts that do not simply mimic those in ECs.

## Introduction

During placental development in mice and humans, fetal trophoblasts invade the maternal decidua by a process known as endovascular invasion to remodel and connect to maternal spiral arteries (SAs) (Velicky et al., 2016; Soares et al., 2014; Hu and Cross, 2011). This connection allows the flow of maternal blood through trophoblast-lined sinuses characteristic of hemochorial placentation (Soares et al., 2018; Rai and Cross, 2014). Shallow trophoblast invasion, deficient SA remodeling, and poor remodeling of the maternal decidua are features of placental dysfunction such as preeclampsia, a hypertensive condition of pregnancy that can lead to maternal and fetal complications (Lyall et al., 2013; Roberts and Escudero, 2012). Despite the broad and clinically significant impacts of placental dysfunction, the mechanisms controlling trophoblast endovascular invasion and SA remodeling remain poorly defined in vivo.

Invasive trophoblasts are believed to adopt an endothelial-like state by expressing endothelial specific genes (Nelson et al., 2016; Zhou et al., 1997b; Govindasamy et al., 2021), a process that has also been termed ‘vascular mimicry’ (reviewed in Rai and Cross, 2014). Invasive trophoblasts in human and mouse placentas express vascular endothelial (VE)-cadherin (gene name *Cdh5*) during remodeling of SAs (Zhou et al., 1997b; Govindasamy et al., 2021; Zhou et al., 1997a). Invasive trophoblasts in preeclamptic placentas lack VE-cadherin (Zhou et al., 1997a), and loss of VE-cadherin reduces trophoblast invasion in vitro (Cheng et al., 2013). These studies suggest a functional role for VE-cadherin in endovascular invasion and vessel formation. VE-cadherin is a well-studied cell-cell adhesion protein in the vascular endothelium where it regulates vascular integrity and growth and endothelial barrier function (Corada et al., 1999; Crosby et al., 2005; Carmeliet et al., 1999). In vitro studies have suggested that VE-cadherin may regulate trophoblast-endothelial interactions (Bulla et al., 2005), but the requirement for VE-cadherin in trophoblasts during placental development in vivo remains unknown.

In the present study, we functionally tested the role of VE-cadherin in trophoblasts during placental development in mice. We find that conditional deletion of VE-cadherin from trophoblasts disrupts trophoblast invasion into the decidua and SA remodeling, resulting in placental insufficiency and fetal growth restriction. We show that VE-cadherin is important for trophoblasts to interact with and displace SA endothelium. Additionally, trophoblast invasion is important for triggering multiple changes in the decidual extracellular matrix (ECM) and immune cell microenvironment. These studies identify a molecular mechanism by which fetal trophoblasts use VE-cadherin to invade and remodel the maternal environment for successful pregnancy that is relevant to preeclampsia pathogenesis. They also provide a first functional test of the concept of trophoblasts utilizing endothelial programs during endovascular invasion in vivo, and suggest that canonical endothelial proteins may be used by vascular trophoblasts in the placenta in ways that are specific for their function and do not merely mimic endothelial cell (EC) use.

## Results

### Trophoblast-specific deletion of VE-cadherin restricts placental and fetal growth and causes embryonic lethality

To understand the role of VE-cadherin in trophoblasts, we generated *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* (‘*Cdh5* knockout’) placentas and mice in which VE-cadherin (encoded by *Cdh5*) is deleted specifically in fetal trophoblasts. Immunostaining for VE-cadherin and the trophoblast marker Cytokeratin 8 (CK8) demonstrated efficient deletion of VE-cadherin in trophoblasts but not ECs in the *Cdh5* knockout placenta (Figure 1—figure supplement 1A, B). *Cdh5* knockout embryos were present at the expected Mendelian ratio at E10.5–12.5 (Table 1, p = 1.0000). However, there was an almost complete loss of trophoblast *Cdh5* knockout embryos at E14.5–16.5 and postnatal day 21 (Table 1, p < 0.05 and p < 0.005, respectively). Examination of placentas at E12.5 revealed that trophoblast *Cdh5* knockout placentas were smaller and paler than those of control littermates in the same uterus (Figure 1A–D). *Cdh5* knockout embryos exhibited marked fetal growth restriction and variable degrees of hemorrhage at E12.5 (green arrowheads, Figure 1E–H). No differences in weights were observed between Cre-negative (*Cdh5^fl/+^* or *Cdh5^fl/fl^*) and Cre-positive heterozygous (*CYP19A1(Tg)^Cre^; Cdh5^fl/+^*) placentas and embryos (Figure 1—figure supplement 1C, D). Histological and immunofluorescence analysis of E12.5 knockout embryos showed growth defects in numerous organs, including the heart, brain, and liver (Figure 1—figure supplement 2A-D). Immunofluorescence staining for VE-cadherin in *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* embryos show that VE-cadherin is retained in the embryonic vasculature of affected organs, including the brain, heart, liver, lungs, and thorax (Figure 1—figure supplement 3A-D). These data demonstrate that trophoblast-specific loss of VE-cadherin confers fetal growth restriction and lethality. Importantly, since *CYP19A1(Tg)^Cre^* activity is present only in placental trophoblasts (Wenzel and Leone, 2007; López-Tello et al., 2019), these embryonic defects are secondary to placental defects.

**Table 1.** Decreased survival of CYP19A1(Tg)^Cre^; Cdh5^fl/fl^ mutants in late gestation. Cdh5^fl/fl^ male mice were crossed with CYP19A1(Tg)^Cre^; Cdh5^fl/+^ females to generate litters with mixed genotypes. The expected percentage is listed under the genotype label. The observed number of each genotype is shown with the corresponding percentage given in parentheses. P-values were calculated using Fisher’s exact test at stages E10.5-12.5 (pooled), E14.5-16.5 (pooled), and P21. E designates embryonic day and P designates postnatal day.

	***CYP19A1(Tg)***^***Cre***^***; Cdh5***^***fl/fl***^ (25%)	***CYP19A1(Tg)***^***Cre***^***; Cdh5***^***fl/+***^ (25%)	***Cdh5***^***fl/fl***^ (25%)	***Cdh5***^***fl/+***^ (25%)	Total (100%)	Fisher Exact Test
**E10.5-E12.5**	13* (26%)	13 (26%)	12 (24%)	12 (24%)	50 (100%)	*P=1.0000*
**E14.5-E16.5**	1 (2.9%)	13 (38.2%)	12 (35.3%)	8 (23.5%)	34 (100%)	*P=0.0033*
**P21**	1 (2.2%)	11 (24.4%)	15 (33.3%)	18 (40.0%)	45 (100%)	*P=0.0333*

* One embryo at E12.5 was dead.

**Figure 1.**
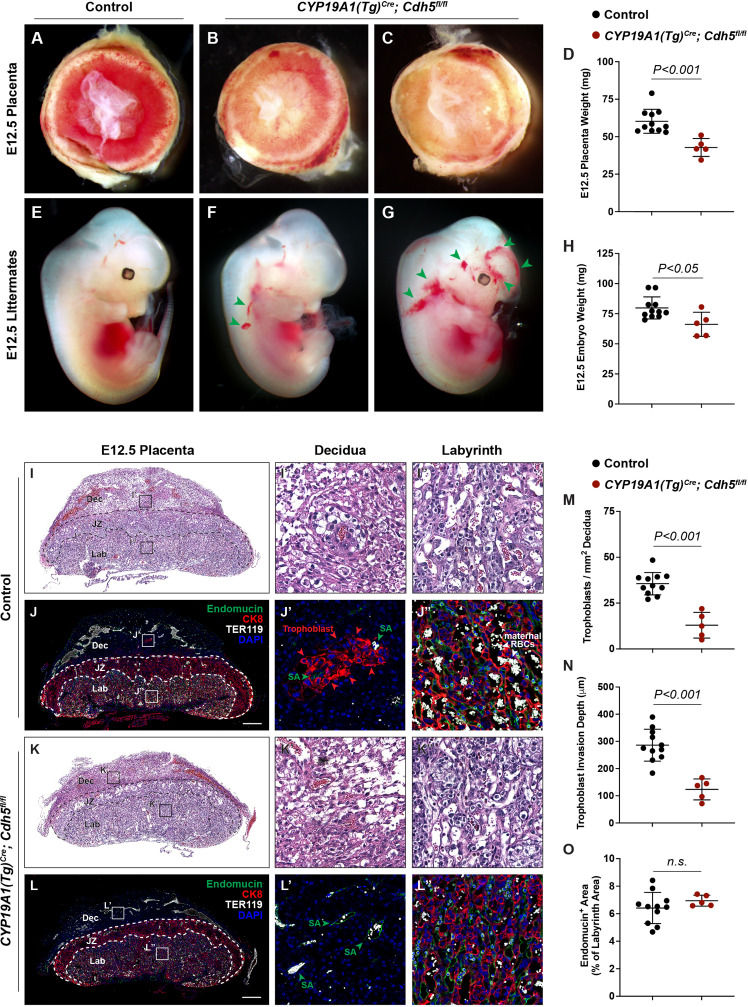
Deletion of VE-cadherin in trophoblasts disrupts cell migration resulting in placental and fetal growth restriction. (**A–D**) Gross examination and quantification of E12.5 Control and *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas and weights. Control n = 11, *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* n = 5. (**E–H**) Gross examination and quantification of E12.5 Control and *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* embryos and weights. Control n = 11, *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* n = 5. Green arrowheads point to areas of hemorrhage. (**I–L**) Hematoxylin and eosin (H&E) staining and immunofluorescence staining for Endomucin (green), CK8 (red), and TER119 (gray) of E12.5 Control (**I, J**) and *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* (**K, L**) serial placenta sections. Dotted lines demarcate the different placental regions. Red arrowheads indicate trophoblasts. Green arrowheads indicate spiral arteries (SA). White arrowheads indicate maternal red blood cells (RBCs). Note fewer non-nucleated, maternal TER119^+^ cells in the labyrinth region of *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas. Boxes on the left correlate with magnified images on the right, and boxes in H&E and immunofluorescence images are of the same region. Scale bars = 500 μm. Dec (decidua), JZ (junctional zone), Lab (labyrinth). (**M–O**) Quantification of number of trophoblasts in the decidua (**M**), trophoblast invasion depth (**N**), and percent labyrinth Endomucin^+^ area (**O**). Control n = 11, *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* n = 5. Statistical analysis was performed using two-tailed, unpaired Welch’s t-test. Data are shown as means ± SD. Figure 1—source data 1.Excel file containing quantification for embryo weights, placenta weights, trophoblast density, trophoblast migration distance, and fetal labyrinth vasculature in Figure 1.

**Figure 1—figure supplement 1.**
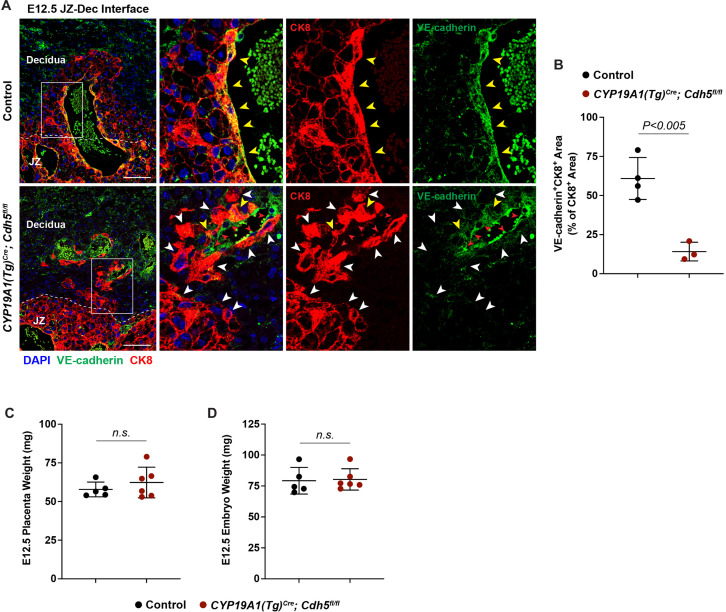
Deletion of VE-cadherin in *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas. (**A, B**) Immunofluorescence staining and quantification of E12.5 Control and *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas for VE-cadherin (green) and CK8 (red). Yellow arrowheads indicate VE-cadherin^+^ trophoblasts, which predominantly line remodeled spiral arteries. White arrowheads indicate VE-cadherin^-^ trophoblasts. Red arrowheads indicate spiral artery endothelial cells (ECs), which are VE-cadherin^+^ CK8^-^. VE-cadherin and CK8 colocalized area was divided by total CK8-positive area to determine the extent of VE-cadherin deletion. Note that there are a few VE-cadherin^+^ trophoblasts in *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas, however VE-cadherin is deleted from the majority of trophoblasts. The layer of VE-cadherin^+^ CK8^-^ cells (red arrowheads) in the *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas are spiral artery endothelial cells that have not been displaced by trophoblasts. Dotted white lines demarcate the decidua and junctional zone (JZ). Positive signal in small, rounded cells in the lumen is the result of erythrocyte autofluorescence. Control n = 4, *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* n = 3. Scale bars = 100 μm. (**C, D**) E12.5 placental and embryo weights do not differ between Cre-negative (*Cdh5^fl/+^* or *Cdh5^fl/fl^*) and Cre-positive heterozygous (*CYP19A1(Tg)^Cre^; Cdh5^fl/fl^*) controls. Statistical analysis was performed using two-tailed, unpaired Welch’s t-test. Data are shown as means ± SD. Figure 1—figure supplement 1—source data 1.Excel file containing quantification for VE-cadherin expression in trophoblasts, embryo weights, and placenta weights in Figure 1—figure supplement 1.

**Figure 1—figure supplement 2.**
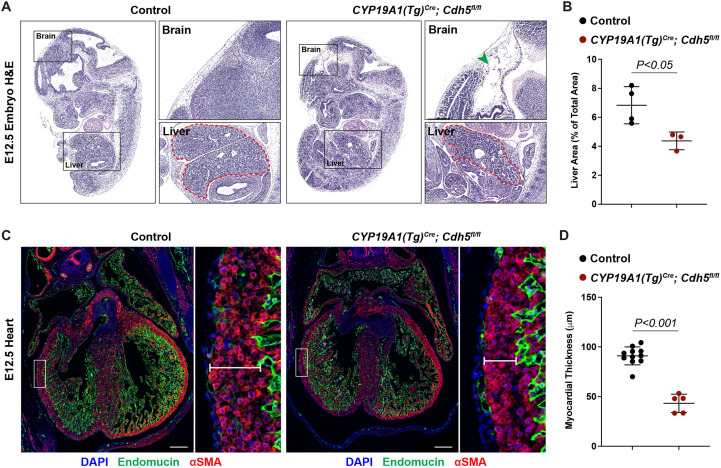
Loss of trophoblast VE-cadherin causes defects in brain, liver, and heart development. (**A**) Sagittal hematoxylin and eosin (H&E) sections from E12.5 Control and *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* embryos. Boxes show magnified regions of the brain, heart, and liver. Note the thinness of the myocardium in *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* embryos. Dotted red line outlines the liver contour. Green arrowhead points to tissue degradation in the brains of *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* embryos. (**B**) Quantification of the liver area as a percent of total embryo area. Control n = 4, *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* n = 3. (**C, D**) Immunofluorescence staining of E12.5 Control and *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* embryonic hearts for Endomucin (green) and alpha-smooth muscle actin (αSMA) (red). Insets demonstrate myocardial thinning and quantified in (**D**). Control n = 11, *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* n = 5. Scale bars = 200 μm. Statistical analysis was performed using two-tailed, unpaired Welch’s t-test. Data are shown as means ± SD. Figure 1—figure supplement 2—source data 1.Excel file containing quantification for liver area and myocardial thickness in Figure 1—figure supplement 2.

**Figure 1—figure supplement 3.**
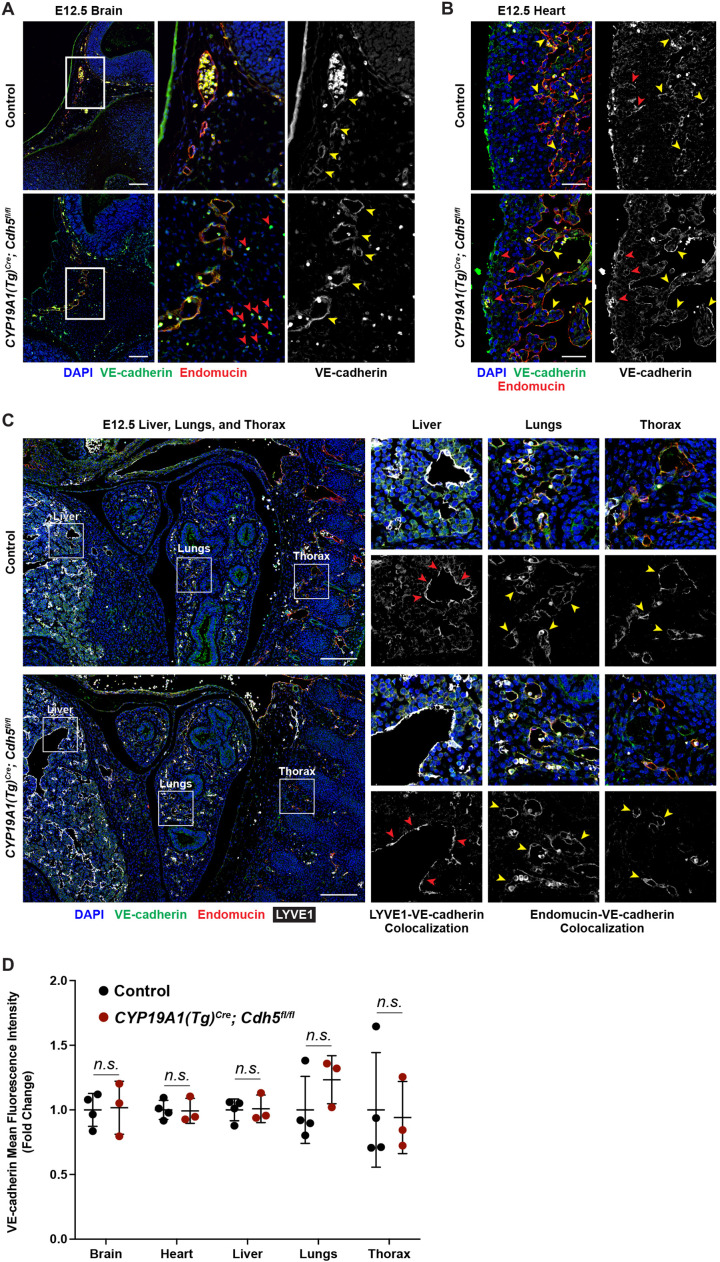
VE-cadherin expression is retained in the vasculature of affected organs in *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* embryos. (**A**) Immunofluorescence staining of E12.5 Control and *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* brains for VE-cadherin (green) and Endomucin (red) at sites of hemorrhage. Images in gray scale are VE-cadherin alone. Red arrowheads point to extravascular autofluorescent erythrocytes. Yellow arrowheads point to VE-cadherin^+^ vessels. Scale bars = 50 μm. (**B**) Immunofluorescence staining of E12.5 Control and *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* hearts for VE-cadherin (green) and Endomucin (red). Images in gray scale are VE-cadherin alone. Red arrowheads point to VE-cadherin^+^ developing coronary vessels. Yellow arrowheads point to VE-cadherin^+^ endocardium. Scale bars = 50 μm. (**C**) Immunofluorescence staining of E12.5 Control and *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* hearts for VE-cadherin (green), Endomucin (red), and LYVE1 (gray). Images in gray scale represent VE-cadherin pixels colocalized with either LYVE1 (liver) or Endomucin (lungs and thorax). Red arrowheads point to LYVE1^+^VE-cadherin^+^ liver sinusoidal vessels. Yellow arrowheads point to Endomucin^+^VE-cadherin^+^ lung and thoracic blood vessels. Scale bars = 200 μm. (**D**) Quantification of fold change in VE-cadherin mean fluorescence intensity in the brain, heart, liver, lungs, and thorax. Figure 1—figure supplement 3—source data 1.Excel file containing quantification for VE-cadherin expression in various organs in Figure 1—figure supplement 3.

### Loss of VE-cadherin disrupts trophoblast endovascular invasion but not formation of the fetal vasculature

To characterize the placental defects conferred by trophoblast loss of VE-cadherin, we performed histological staining with hematoxylin and eosin (H&E) and immunofluorescence staining for CK8 (trophoblasts), Endomucin (endothelial cells), and TER119 (erythrocytes) on serial control and *Cdh5* knockout placenta sections (Figure 1I–L). H&E and immunofluorescence staining both showed abundant trophoblasts, marked by CK8 positivity, surrounding Endomucin^+^ SAs within the decidua in control placentas (red arrowheads, Figure 1J and J’). Notably, trophoblasts surrounding maternal SAs were absent in knockout placentas (Figure 1L and L’), and quantification of number of trophoblasts and invasion depth into the decidua showed fewer and shallower invasion of trophoblasts overall (decidua, Figure 1M and N).

The findings described above suggested that *Cdh5* knockout placentas were less able to carry maternal blood to nourish the growing embryo. Fetal and maternal red blood cells (RBCs) can be differentiated by the presence of nuclei in fetal RBCs. The labyrinth in knockout placentas had fewer enucleated TER119^+^ RBCs, indicating less maternal blood and consistent with paler placentas observed by gross examination (white arrowheads, Figure 2J” vs. L”). To determine whether loss of VE-cadherin affects the fetal placental vasculature, we quantified Endomucin^+^ vascular area in the labyrinth. We detected no differences in Endomucin^+^ staining, demonstrating that loss of VE-cadherin from trophoblasts does not disrupt formation of the fetal placental capillary plexus (Figure 1J, L and O). These findings suggest that VE-cadherin is important for trophoblast migration and for the association with SAs required to channel maternal blood into the placenta.

**Figure 2.**
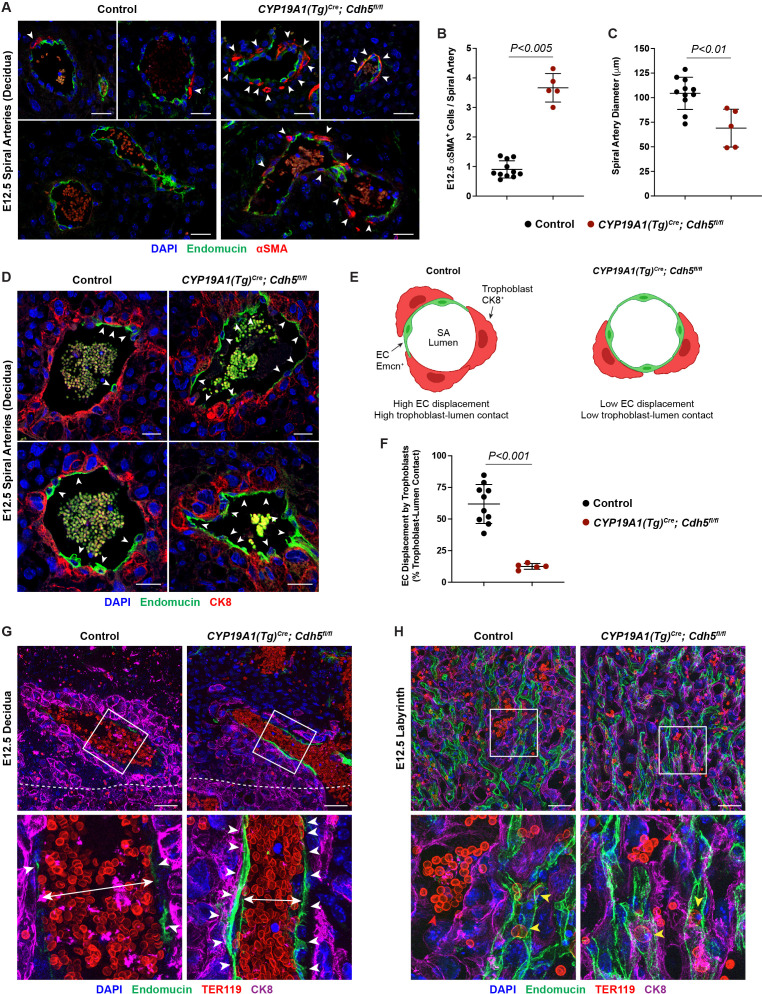
VE-cadherin is required in trophoblasts to remodel spiral arteries (SAs) and to displace SA endothelium. (**A**) Immunofluorescence staining of E12.5 Control and *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas for Endomucin (green) and alpha-smooth muscle actin (αSMA) (red). White arrowheads indicate αSMA^+^ cells. Scale bars = 25 μm. (**B, C**) Quantification of αSMA^+^ cells per SA and SA diameter. Control n = 11, *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* n = 5. (**D**) Immunofluorescence staining of E12.5 Control and *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas for Endomucin (green) and CK8 (red). White arrowheads indicate Endomucin^+^ SA endothelial cells (ECs). Positive signal in small, rounded cells in the lumen is the result of erythrocyte autofluorescence. (**E**) Schematic demonstrating differences in trophoblast and SA EC contact with the vessel lumen. Scale bars = 25 μm. (**F**) Quantification of the percent trophoblast-lumen contact, which was calculated by measuring the circumference of the vessel lumen and then measuring the length of CK8^+^ trophoblasts in contact with the lumen. Each point represents the average of at least three SAs from an individual placenta. Control n = 10, *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* n = 5. (**G, H**) Maximum intensity projections of whole-mount immunofluorescence of the decidua (**G**) and labyrinth (**H**) from 200 μm thick placenta sections stained for Endomucin (green), TER119 (red), and CK8 (magenta). Double-headed arrows indicate differences in lumen size. White arrowheads indicate Endomucin^+^ SA ECs. Red arrowheads indicate maternal red blood cells within the trophoblast-lined vessels. Yellow arrowheads indicate fetal red blood cells within fetal capillaries. Dotted white line demarcates the decidua from the junctional zone. Scale bars = 50 μm. Statistical analysis was performed using two-tailed, unpaired Welch’s t-test. Data are shown as means ± SD. Figure 2—source data 1.Excel file containing quantification for smooth muscle cells per spiral artery, spiral artery diameter, and trophoblast-endothelial cell displacement in Figure 2.

### Loss of trophoblast VE-cadherin blocks displacement of SA ECs and SA remodeling

A critical early step in establishing maternal circulation to the placenta is trophoblast invasion of the decidua and its SAs. The observation that there were fewer VE-cadherin-deficient trophoblasts adjacent to SAs and decreased maternal blood within the labyrinth suggested that trophoblast VE-cadherin may play a requisite role in SA remodeling. Since loss of vascular smooth muscle is a key step in SA remodeling, we stained control and knockout placentas for alpha-smooth muscle actin (αSMA). SAs in *Cdh5* knockout placentas exhibited persistent vascular smooth muscle coverage and reduced SA diameter compared to control placentas (white arrowheads, Figure 2A–C). These studies reveal that loss of trophoblast VE-cadherin disrupts SA remodeling, which likely contributes to reduced maternal blood within the placenta.

During the process of SA remodeling, invasive trophoblasts displace the endothelial layer of SAs to direct maternal blood flow through trophoblast-lined sinuses into the labyrinth. In vitro studies have suggested that trophoblast expression of VE-cadherin may enable these cells to adhere to SA ECs (Bulla et al., 2005). The finding that trophoblast *Cdh5* knockout placentas fail to remodel SAs suggested that there may be defects in trophoblast-SA interactions. To address the role of VE-cadherin at the site of trophoblast-SA connection, we first sought to image the site at which trophoblasts connect to SAs. Close inspection of this region in control placentas revealed a clear demarcation from luminal Endomucin^+^ SA endothelium to luminal CK8^+^ trophoblasts (white arrowheads, Figure 2D and E). In contrast, we found that SAs in VE-cadherin knockout placentas maintained a layer of intact ECs despite being surrounded by trophoblasts (white arrowheads, Figure 2D and E). Quantification of the percent of trophoblasts immediately in contact with the lumen demonstrated that knockout placentas had a lower percentage of trophoblasts and higher percentage of ECs covering the lumen compared to controls (Figure 2F). To better appreciate differences in placental architecture, we additionally performed whole-mount immunofluorescence of thick placental sections. Consistent with our data above, *Cdh5* knockout placentas maintained a layer of ECs in SAs surrounded by trophoblasts and had smaller lumens (Figure 2G). Fewer maternal RBCs were seen in trophoblast-lined sinuses in the labyrinth of *Cdh5* knockout placentas, but we found no differences in the fetal capillary plexus (Figure 2H). Together, these data suggest that VE-cadherin is required for trophoblast displacement of SA ECs during endovascular invasion for efficient maternal-fetal circulatory connection.

### Defective trophoblast invasion and SA remodeling cause placental insufficiency and fetal distress

The finding that *Cdh5* knockout placentas have less maternal blood and are associated with mid-gestation embryonic lethality suggested that failed SA remodeling restricts maternal blood flow into the placenta, thus causing fetal demise. Human placental insufficiency is typically assessed with ultrasound measurements of placental hemodynamics and fetal heart rate, a readout for overall fetal health. We therefore utilized Doppler ultrasound to measure peak systolic (PSV) and end diastolic velocities (EDV) in the umbilical arteries (Figure 3A) and calculated resistance and pulsatility indices (RI and PI) and fetal heart rates to assess placental vascular resistance and fetal wellbeing in individual concepti. Elevated RI and PI values are clinical indicators of placental insufficiency in humans and are associated with conditions such as preeclampsia and fetal growth restriction. Fetal heart rate is used as a clinical parameter for fetal wellbeing, with fetal bradycardia indicative of fetal distress. While control embryos had RIs, PIs, and fetal heart rates within range of previously published values (Galaz et al., 2020), we found that trophoblast *Cdh5* knockout embryos exhibited significantly increased RIs and PIs (Figure 3B–D) and significantly reduced fetal heart rates (Figure 3B and E), consistent with placental insufficiency and fetal distress. Knockout embryos also exhibited reversal of end-diastolic flow as shown by the directional change of velocity from negative (peak systole) to positive (end of diastole) (Figure 3B), indicative of high vascular resistance. These hemodynamic data demonstrate placental insufficiency that contributes to fetal growth restriction and fetal demise following loss of trophoblast invasion and SA remodeling.

**Figure 3.**
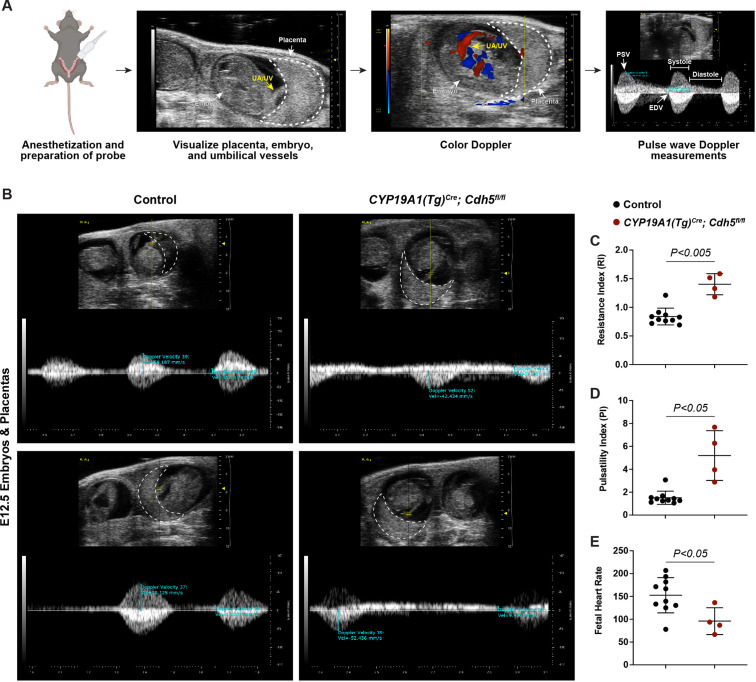
Spiral artery remodeling defects result in placental insufficiency and fetal distress. (**A**) Schematic of workflow for Doppler ultrasound of pregnant dams. The embryo, UA/UV (yellow arrow), and placenta (dotted white outline) are labeled. (**B**) Representative umbilical artery Doppler waveforms from two Control and two *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas. The placenta is outlined in a dotted white line. Reversal of end-diastolic flow is evident by the change of directional velocity at the end of diastole compared to peak systole (i.e., negative to positive velocity). (**C–E**) Quantification of resistance index (RI), pulsatility index (PI), and fetal heart rate. PSV (peak systolic velocity), EDV (end diastolic velocity), UA/UV (umbilical artery/umbilical vein). Note that red/blue colors in color Doppler images do not indicate UA/UV, which can only be differentiated based on the Doppler waveform. Control n = 10, *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* n = 4. Statistical analysis was performed using two-tailed, unpaired Welch’s t-test. Data are shown as means ± SD. Figure 3—source data 1.Excel file containing quantification for ultrasound studies (resistance index, pulsatility index, fetal heart rate) in Figure 3.

### Loss of trophoblast VE-cadherin alters decidual ECM remodeling and uterine natural killer cell clearance

Since trophoblast invasion occurs in conjunction with decidual changes, we hypothesized that failed trophoblast migration might affect other placental processes involved in that process. 

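Deciduas, the maternal tissue into which trophoblasts migrate, were taken from 3 control and 3 CYP19A1(Tg)Cre; Cdh5fl/fl knockout placentas at E12.5, and the total RNA of each was sequenced. The sample labels give controls 1 and 2 as Cdh5fl/fl and control 3 as Cdh5fl/+, whereas the source data of Figure 4—figure supplement 1 list 1 of the 3 controls as CYP19A1(Tg)Cre; Cdh5fl/+ without naming which. Reads from a 2 × 150 configuration were aligned to mm39 with STAR 2.7.8a, duplicates were removed, and reads were counted per Ensembl gene with Rsubread. The deposited values are log2 CPM from voom with TMM library sizes, raised by 1 constant shared by all 6 libraries, for 13278 genes. Each value could be turned back into a whole read count (100% of genes, within 0.01 of a count). Total counts were 47996973, 40195570 and 40316743 in controls 1 to 3 and 48266583, 43687986 and 39539361 in knockouts 1 to 3. CPM below refer to the TMM library sizes, and errors cover counting and replicate spread together.
Cdh5, the targeted gene, was at 1378, 831 and 1131 CPM in controls 1 to 3 and at 1251, 1545 and 992 CPM in knockouts 1 to 3. This gene-level count does not check the labels, because Cre acted in trophoblasts alone, decidual endothelium also expresses Cdh5, and reads outside the deleted exons are counted with the rest. Genotypes were compared with limma (trend) on the deposited log2 values, with the replicate number as a block, since the methods state a paired analysis without naming what paired the deciduas. Genes were called differentially expressed at the paper's limits, a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The test, 45 gene lists and the alternatives, except those named as added later, were fixed before the data were examined, and lists were compared with all other genes by camera in limma. Camera was run with a preset correlation and with one estimated from the data. With the estimated one it rests on the 2 residual degrees of freedom of the fit, so few lists could pass. A list that did not pass there was not shown to be unchanged. Members of near-identical gene families (prolactins, Psg, Klra and granzyme genes) are uncertain, since the paper's text does not say how reads matching several genes were counted.
Control 2 and knockout 3 stood apart from the other libraries in placental genes. The list of parietal trophoblast giant cell genes lay 1.52 above the mean of the 6 libraries on the log2 scale in control 2 and 1.15 above it in knockout 3, and between -0.87 and -0.20 in the other 4 libraries. For labyrinth trophoblast genes the deviations were 0.90 in control 2 and 0.67 in knockout 3, and -0.73 to 0.11 elsewhere. These libraries also lay at 1 end of the first principal component, which held 54.3% of the variance, at 37.8 for control 2 and 26.4 for knockout 3, against -36.0 to 2.92 for the others. The pattern was not limited to placental genes. Control 2 and knockout 3 were highest in their groups for 75 of 76 ribosomal protein genes and 4 of 4 adult globin genes. The adult globin deviations were 0.72 in control 2 and 0.98 in knockout 3, and -0.86 to 0.03 elsewhere.

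**Figure D1:**
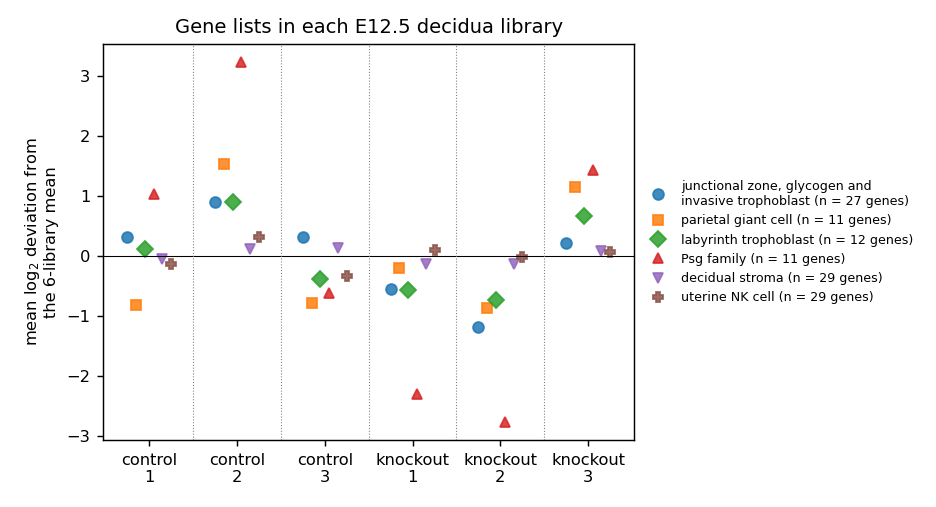
Mean log2 deviation of the measured members of 6 gene lists from the mean of all 6 libraries, with 1 marker per list and decidua. The Psg family ranges from -2.77 in knockout 2 to 3.23 in control 2, and the decidual stroma list stays between -0.14 and 0.13.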

To identify such effects, we performed bulk RNA-sequencing (RNA-seq) on deciduas of E12.5 knockout and control placentas (Figure 4A). 

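Some genes of invasive trophoblasts were lower in knockout deciduas. Of the 9 genes Prl4a1, Pla2g4f, Pla2g4d, Nos1, Ncam1, Aldh1a3, Ascl2, Car2 and Tfap2c, 4 fell and 5 did not pass the test, and the 9 log2 fold changes ranged from -2.61 to -0.93 with a median of -1.94. Pla2g4f (ENSMUSG00000046971), a cytosolic phospholipase A2 on chromosome 2 of GRCm39 from 120130438 to 120144653, fell from 8.21 ± 3.48 CPM in controls to 1.66 ± 0.895 CPM in knockouts (SD, n = 3 each), a log2 fold change of -2.34 (standard error 0.23, adjusted p = 0.0313 from limma). Its neighbor Pla2g4d (ENSMUSG00000070719) fell from 7.88 ± 3.76 to 1.47 ± 1.14 CPM (log2 fold change -2.57, standard error 0.30, adjusted p = 0.0378 from limma). Car2 (ENSMUSG00000027562), a carbonic anhydrase, fell from 165 ± 14.4 to 66.2 ± 15.6 CPM (log2 fold change -1.35, standard error 0.16, adjusted p = 0.0385 from limma). Aldh1a3 (ENSMUSG00000015134), an enzyme of retinoic acid synthesis, fell from 17.9 ± 8.72 to 3.81 ± 0.811 CPM (log2 fold change -2.12, adjusted p = 0.0492 from limma). The other 5 had log2 fold changes of -2.61 for Nos1, -1.94 for Ascl2, -1.66 for Prl4a1, -1.0 for Tfap2c and -0.93 for Ncam1, with adjusted p from 0.0618 to 0.42 in limma. In each of the 9, every knockout library lay below every control library. By chance 10% of genes would separate the groups in 1 or the other direction, and 570 of the 13278 genes (4.29%) did. An exact permutation test of 3 against 3 gives p = 0.1 at best. The study picked these genes from the same libraries, so their count is not independent evidence of the direction; as a list they were lower than other genes by camera (adjusted p = 6.57e-42 in limma), but not with an estimated correlation (adjusted p = 0.413). Without the replicate block none of the 9 was called (adjusted p 0.094 to 0.865 in limma), although all 9 kept an unadjusted p under 0.05.
A fixed list of spongiotrophoblast, glycogen trophoblast and spiral artery trophoblast giant cell genes gave 4 lower, none higher and 23 not past the test among 27 measured members (13 lower when adjusted over the list alone). The 4 were Car2, Aldh1a3 and the prolactin genes Prl7c1 (log2 fold change -2.18) and Prl7b1 (-1.73), and 5 of the 27 are among the genes picked by the study. The list's median was -0.93, and it was lower than other genes by camera (adjusted p = 9.5e-31 in limma), but not with an estimated correlation (adjusted p = 0.413). Of its members, 16 were highest in control 2 among the controls and in knockout 3 among the knockouts. In the prolactin family 3 of 24 fell (median -0.30) and in the Psg family 1 of 11 fell, Psg29 (median -2.50). Without the replicate block limma called no gene of either family. Of the measured members, 18 and 9, respectively, were highest in control 2 and knockout 3. Both families were lower by camera (adjusted p = 2.89e-08 and 8.62e-14 in limma), and neither with an estimated correlation (adjusted p = 0.603 and 0.475); without replicate 2 the prolactin median turned to 0.26, and camera placed that list above other genes (adjusted p = 0.00601 in limma).
Markers of other trophoblasts did not pass the test. Of 15 general trophoblast genes none was called by limma, with Tfap2c and Gata3 (log2 fold change -0.46) at an unadjusted p under 0.05 and 2 at that limit in limma-voom; 11 of the 15 were highest in control 2 and knockout 3. Their median was -0.30 (camera adjusted p = 1.94e-05 in limma, adjusted p = 0.54 with an estimated correlation). None of 11 parietal giant cell genes (median 0.13) and none of 12 labyrinth genes (median -0.08) was called by limma, and 0 of either list had an unadjusted p under 0.05 in limma or limma-voom; the parietal median was -0.87 without replicate 3.

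**Figure D2:**
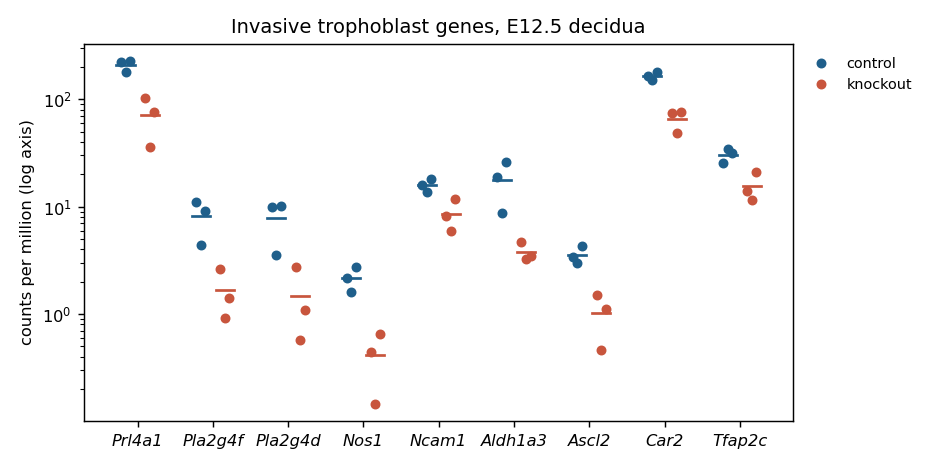
CPM on a log axis of the 9 invasive trophoblast genes in 3 control and 3 knockout deciduas, with 1 point per decidua and a line at each group mean. Car2, for example, has group means of 165 and 66.2 CPM.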

Analysis of the top 100 differentially expressed genes showed that genes highly expressed in invasive trophoblasts (*Prl4a1, Pla2g4f, Pla2g4d, Nos1, Ncam1, Aldh1a3, Ascl2, Car2, Tfap2c*) (Nelson et al., 2016; Müller et al., 1999; Simmons et al., 2008; Marsh and Blelloch, 2020; Outhwaite et al., 2015; Varberg et al., 2021; Bogutz et al., 2018; Sharma et al., 2016) were downregulated in knockout placentas (Figure 4B), consistent with reduced trophoblasts present in the decidua. 

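Among genes of trophoblast invasion, differentiation and decidualization, Cdx2 and Pappa2 fell and Csf1 rose in knockout deciduas. Cdx2 (ENSMUSG00000029646), a trophectoderm transcription factor on chromosome 5 of GRCm39 from 147237615 to 147244091, fell from 5.42 ± 1.58 to 0.759 ± 0.342 CPM (SD, n = 3 each), with a log2 fold change of -2.89 (standard error 0.35, adjusted p = 0.0385 from limma). Pappa2 (ENSMUSG00000073530), a protease of insulin-like growth factor binding proteins, fell from 53.2 ± 14.9 to 7.78 ± 5.13 CPM, with a log2 fold change of -2.98 (standard error 0.31, adjusted p = 0.0313 from limma). Csf1 (ENSMUSG00000014599), the macrophage colony-stimulating factor, rose from 17.5 ± 5.20 to 73.8 ± 24.7 CPM, with a log2 fold change of 2.05 (standard error 0.16, adjusted p = 0.0247 from limma), the smallest p of the 13278 genes. Gabrp, a subunit of GABA-A receptors, was at 2.42 ± 0.531 CPM in controls and 7.36 ± 0.519 CPM in knockouts, a log2 fold change of 1.62 that did not pass (adjusted p = 0.0639 from limma). It was called when genes had to reach 1 CPM in 5 of the 6 libraries (adjusted p = 0.0418 from limma).
Of the 8 decidualization genes 1 rose, 1 fell and 6 did not pass the test. Slc27a2 (log2 fold change 2.20), Klk1 (1.54) and Ccl28 (1.40) had positive values and Tmem132e (-2.45), Tmc5 (-1.95) and Ermap (-1.11) negative ones, with adjusted p from 0.0919 to 0.584 in limma. All 8 had an unadjusted p under 0.05, and in all 8 the knockout libraries lay on 1 side of the controls; these too were picked by the study. Without the replicate block Cdx2, Pappa2 and Csf1 were not called (adjusted p 0.0591, 0.129 and 0.108 in limma).
None of 29 decidual stromal cell genes was called by limma, and 2 had an unadjusted p under 0.05 there and 2 in limma-voom. These were Wnt4, a signal of the decidual reaction, with a log2 fold change of -0.51, and Rbp1, a retinol-binding protein, with -1.13. The list's median was -0.14 (camera adjusted p = 0.00332 in limma, adjusted p = 0.413 with an estimated correlation).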

Genes previously associated with trophoblast invasion (*Gabrp, Mmp15*) (Lu et al., 2016; Majali-Martinez et al., 2020) and differentiation (*Cdx2*) (Ralston and Rossant, 2008) were also differentially expressed, as were multiple genes related to defective decidualization (*Ccl28, Slc27a2, Klk1, Csf1, Tmem132e, Ermap, Pappa2, Tmc5*) (Woods et al., 2017; Goolam et al., 2020; Sun et al., 2013; Figure 4B). Thus RNA-seq data are consistent with defects in trophoblast invasion and suggest the presence of non-cell autonomous effects in the decidua that may contribute to a preeclamptic-like phenotype.

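In total, 24 genes differed between knockout and control deciduas, 13 higher and 11 lower. Aqp5 (ENSMUSG00000044217) and Aqp8 (ENSMUSG00000030762), water channels on chromosomes 15 and 7, rose from 1.5 ± 0.86 to 8.0 ± 0.92 CPM and from 7.76 ± 3.24 to 36.5 ± 4.19 CPM (SD, n = 3 each), with log2 fold changes of 2.58 and 2.32 (standard errors 0.32 and 0.28, adjusted p = 0.0399 and 0.0385 from limma). Kcne2, a potassium channel subunit, had a log2 fold change of 2.32, Abcb1b, a drug efflux pump, of 2.02, and Slc34a2, a sodium-phosphate cotransporter, of 1.79. Akr1b7, an aldo-keto reductase, rose from 4.54 ± 0.911 to 19.4 ± 3.73 CPM, and Elapor1 (log2 fold change 2.10), Sgms2, a sphingomyelin synthase (1.93), and Fam13a (1.85) complete the 10 largest rises with Csf1. Among the 10 largest falls, Dtx1 (log2 fold change -1.86), a regulator of Notch signaling, stood outside the prolactin, Psg and cytosolic phospholipase A2 families. So did Pappa2, Cdx2 and Aldh1a3, while Prl2c1 (-1.56) and Psg29 (-1.44) belong to these families.
Of 27 measured genes of uterine luminal and glandular epithelium, 2 rose, Aqp5 and Aqp8, none fell and 25 did not pass (2 higher when adjusted over the list alone). The median of this list was 0.14 (camera adjusted p = 8.88e-06 in limma, adjusted p = 0.603 with an estimated correlation). Of the 100 genes with the smallest p, 47 were higher and 53 lower in knockouts, and they held all 20 genes that the text names from the top 100.
Without the replicate block 2 genes were called, Akr1b7 and Tmprss4, a membrane serine protease (adjusted p = 0.034 each in limma). With control 2 and knockout 3 left out and no block, a comparison added after seeing the data, 75 were called, 20 of the 24 among them. The paper takes its RNA sequencing data as compatible with defective trophoblast invasion and as a hint of non-cell autonomous effects in the decidua.

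**Figure D3:**
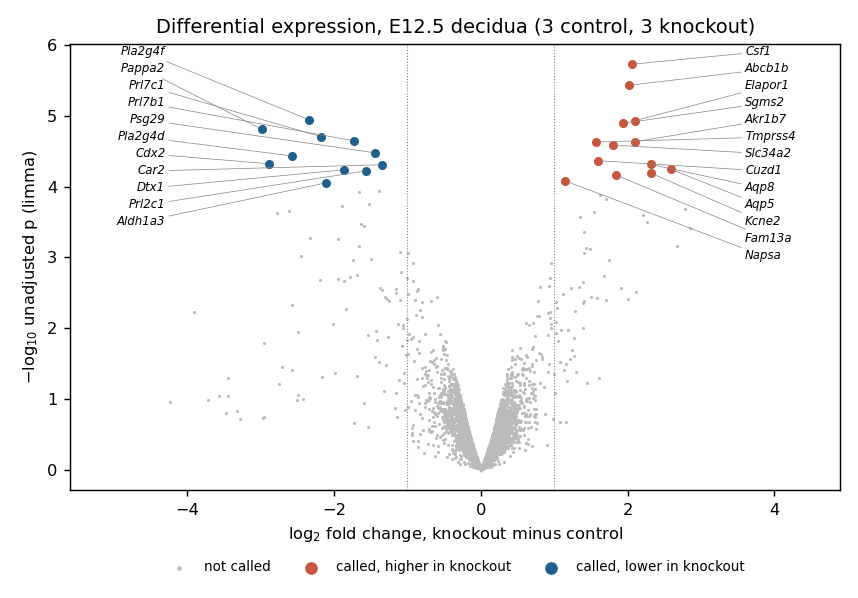
Log2 fold change, knockout minus control, against minus log10 of the unadjusted p from limma for 13278 genes, with the 24 called genes named. Dotted lines mark log2 fold changes of -1 and 1; 13 called genes lie to the right and 11 to the left.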

**Figure 4.**
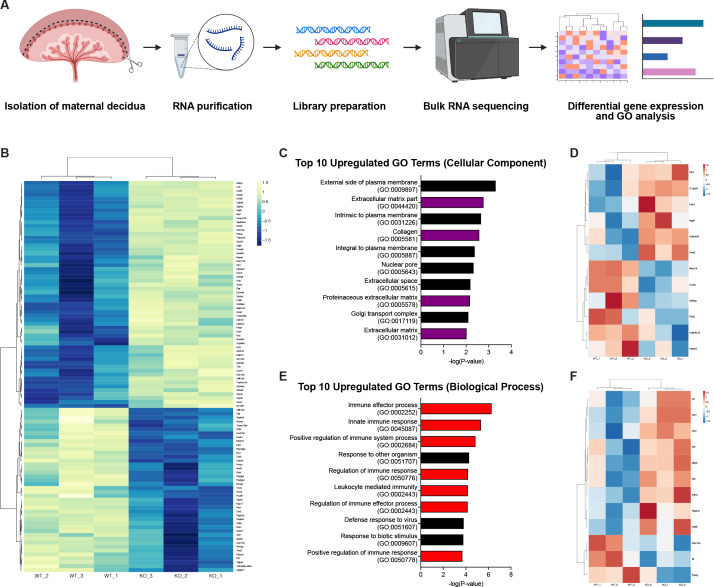
RNA-sequencing reveals defects in the decidual extracellular matrix and immune microenvironment. (**A**) Schematic of bulk RNA-sequencing (RNA-seq) workflow on deciduas from Control (WT) and *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* (KO) E12.5 placentas. (**B**) Heatmap of the top 100 differentially regulated genes shown by z-score (n = 3 biological replicates). (**C**) Gene ontology (GO) term analysis of top 10 upregulated cellular components in *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas. Purple bars indicate GO terms related to the extracellular matrix. (**D**) Heatmap of significantly differentially expressed genes from GO terms related to the extracellular matrix. (**E**) GO term analysis of top 10 upregulate biological processes in *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas. Red bars indicate GO terms related to immune processes. (**F**) Heatmap of significantly differentially expressed genes from GO terms related to immune processes.

**Figure 4—figure supplement 1.**
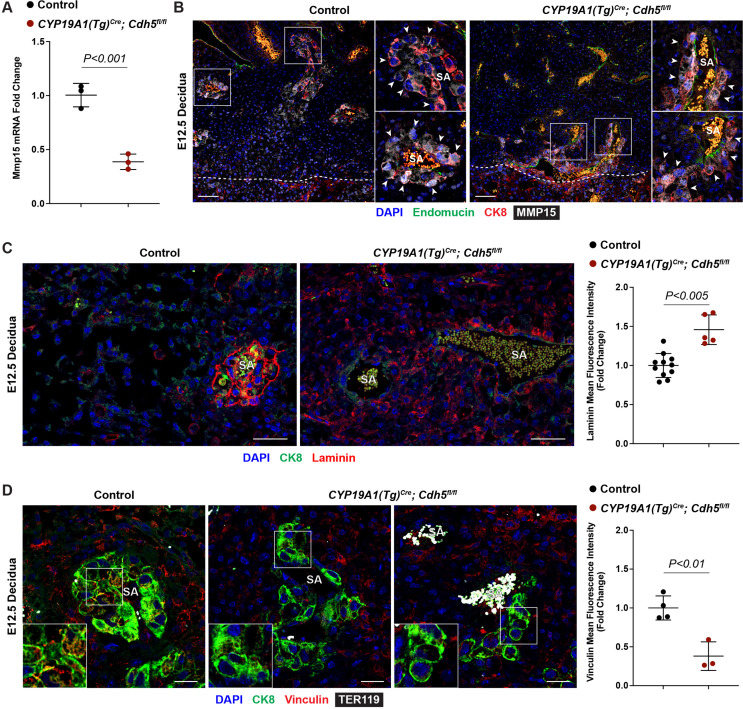
Disrupting trophoblast migration results in decidual extracellular matrix defects. (**A**) *Mmp15* mRNA gene expression in control and *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas from RNA-sequencing (RNA-seq). (**B**) Immunofluorescence staining for Endomucin (green), CK8 (red), and MMP15 (gray) in E12.5 Control and *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas. White arrowheads point to MMP15^+^CK8^+^ trophoblasts which are more abundant in control placentas relative compared to *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas, particularly around spiral arteries (SA), but there is no difference in MMP15 intensity in trophoblasts. Dotted line demarcates the border of the junctional zone and decidua. Positive yellow signal in small, rounded cells in the SA lumen is the result of erythrocyte autofluorescence. Scale bars = 100 μm. (**C**) Immunofluorescence staining for laminin (red) and CK8 (green) and quantification of fold change in laminin mean fluorescence intensity in the stroma. In control placentas, laminin is expressed in trophoblasts surrounding SAs but absent in stromal cells compared to *CYP19A1(Tg)^Cre^; Cdh5^fl/fl^* placentas. Scale bars = 50 μm. (**D**) Immunofluorescence staining for CK8 (green), vinculin (red), and TER119 (gray) and quantification of fold change in vinculin mean fluorescence intensity in trophoblasts. Scale bars = 25 μm. Statistical analysis was performed using two-tailed, unpaired Welch’s t-test. Data are shown as means ± SD. Figure 4—figure supplement 1—source data 1.Excel file containing quantification for Mmp15 gene expression, laminin expression in the decidua, and vinculin expression in trophoblasts in Figure 4—figure supplement 1.

**Figure 4—figure supplement 2.**
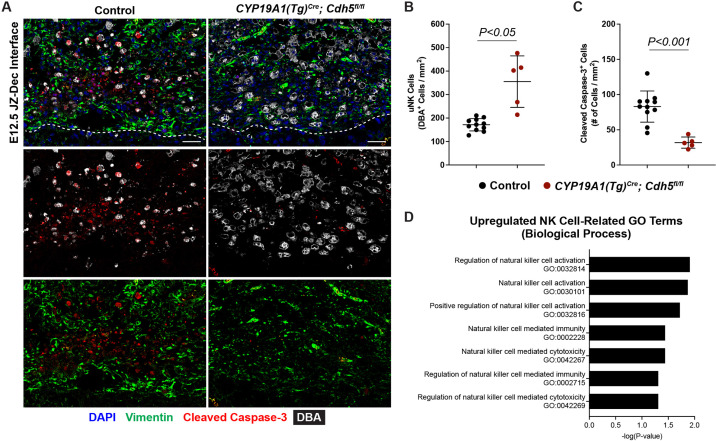
Persistent uterine natural killer (uNK) cells at the junctional zone-decidual interface of *Cdh5* knockout placentas. (**A**) Immunofluorescence staining for DBA (a lectin that specifically binds uterine natural killer (uNK) cells, gray), vimentin (green), and cleaved caspase-3 (red). Dotted line demarcates the border of the junctional zone and decidua. Scale bars = 50 μm. (**B, C**) Quantification of DBA^+^ cell density and cleaved caspase-3^+^ cell density in the decidua. (**D**) Gene ontology (GO) analysis of upregulated biological process terms related to NK cells. Statistical analysis was performed using two-tailed, unpaired Welch’s t-test. Data are shown as means ± SD. Figure 4—figure supplement 2—source data 1.Excel file containing quantification for uterine natural killer cell density and apoptotic cell density in Figure 4—figure supplement 2.

We next analyzed gene ontology (GO) related to cellular components and biological processes. 

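No collagen, laminin or matrix glycoprotein gene passed the test between knockout and control deciduas. Of 25 measured collagen chains none was called by limma, and 0 had an unadjusted p under 0.05 in limma or limma-voom, with log2 fold changes from -0.89 (Col13a1) to 0.69 (Col6a2) and a median of 0.10. Of 11 laminin chains none was called, with 0 at an unadjusted p under 0.05 in limma and 1, Lama1, in limma-voom. Lama1 was at 8.18 ± 2.11 CPM in controls and 36.0 ± 43.5 CPM in knockouts (SD, n = 3 each), and 1 library, knockout 3 at 86.3 CPM, set that mean. The other laminin chains with the smallest p were Lama3 (log2 fold change 0.33), Lama2 (0.46) and Lama4 (0.19).
Among 45 matrix glycoproteins and proteoglycans 0 were called by limma, and Vwa2, Ntn1 and Fbln1, which the study picked, had an unadjusted p under 0.05 (2 in limma-voom); the list's median was 0.01. Camera gave adjusted p of 0.0861 for collagens, 0.17 for laminins and 0.14 for the glycoproteins in limma. Without replicate 2 the medians of the collagens and the glycoproteins turned to -0.18 and -0.13, and camera placed both below other genes (adjusted p = 0.000319 and 0.0202 in limma). Without control 2, knockout 3 and the block, a setting added after seeing the data, the glycoproteins were above other genes (median 0.11, adjusted p = 0.0165 in limma). These fits used the preset correlation alone. With all 6 libraries and an estimated correlation, camera gave an adjusted p of 0.899 for each of the 2 lists in limma. The 26 integrin chains (median 0.00) held no called gene in limma, and 0 passed an unadjusted p of 0.05 in limma or limma-voom. Nuclear pore genes, a cellular component of another kind, had 24 of 29 members with a positive log2 fold change and a median of 0.05, with 0 called by limma and 0 at an unadjusted p under 0.05 in limma or limma-voom. Gene ontology terms were not analysed here; these fixed lists stand in their place.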

We found that four of the top ten upregulated cellular component GO terms in knockout placentas were related to the ECM (Figure 4C). Many of the significantly upregulated genes were secreted ECM proteins (*Vwa2, Ntn1, Fbln1*) (Figure 4D). 

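The secreted matrix proteins had small positive differences, apart from Vwa2. Vwa2 (ENSMUSG00000025082), a protein with von Willebrand factor A domains on chromosome 19 of GRCm39 from 56862681 to 56900510, was at 0.781 ± 0.199 CPM in controls and 2.52 ± 0.741 CPM in knockouts (SD, n = 3 each), a log2 fold change of 1.68 (standard error 0.36, adjusted p = 0.416 from limma). Ntn1 (ENSMUSG00000020902), the guidance protein netrin-1, was at 7.78 ± 1.68 and 10.6 ± 1.19 CPM, a log2 fold change of 0.46 (standard error 0.20, adjusted p = 1.00 from limma). Fbln1 (ENSMUSG00000006369), the matrix glycoprotein fibulin-1, was at 44.1 ± 5.02 and 59.5 ± 9.03 CPM, a log2 fold change of 0.43 (standard error 0.15, adjusted p = 1.00 from limma). In all 3 genes every knockout library was above every control library. For Ntn1 and Fbln1 the 95% intervals, 0.00 to 0.92 and 0.09 to 0.77, end below the fold limit of 1. Vwa2 was called without replicate 2 (log2 fold change 1.29) and without replicate 3 (2.04). In these fits the spread is mostly pooled across genes, so a call there is not a firmer result. Of the 6 matrix proteins and proteases that the study names, 0 were called by limma, 6 had an unadjusted p under 0.05 and 5 had one in limma-voom.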

Several extracellular proteases previously linked to abnormal human pregnancies were also differentially expressed. These included increased expression of *Adamts9* (associated with preterm birth; Li et al., 2020), reduced *Adamts13* (associated with preeclampsia; Aref and Goda, 2013; Stepanian et al., 2011), and reduced *Mmp15* (associated with reduced trophoblast invasion; Majali-Martinez et al., 2020). 

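Adamts9 (ENSMUSG00000030022), a secreted metalloprotease on chromosome 6 of GRCm39 from 92749680 to 92920520, was at 24.7 ± 5.36 CPM in controls and 34.1 ± 1.09 CPM in knockouts (SD, n = 3 each), a log2 fold change of 0.49 (standard error 0.17, adjusted p = 1.00 from limma). Adamts13 (ENSMUSG00000014852), the protease of von Willebrand factor on chromosome 2 from 26863428 to 26899640, was at 5.04 ± 0.565 and 2.7 ± 1.3 CPM, a log2 fold change of -1.01 (standard error 0.28, adjusted p = 0.877 from limma). Adamts13 was called without replicate 2, a fit in which the spread is mostly pooled across genes. Both genes separated the 3 knockout from the 3 control libraries.
Of 17 measured ADAMTS and ADAMTS-like genes none was called by limma, these 2 had an unadjusted p under 0.05 and 2 had one in limma-voom. The next smallest p belonged to Adamts5 (log2 fold change -0.30) and Adamts14 (0.29), and the median was 0.05, against a mean of 0.00. Of 18 matrix metalloproteases and their inhibitors none was called by limma over all genes, and Mmp15 had an unadjusted p under 0.05 in limma and limma-voom (1 lower when adjusted over the list alone). Mmp14, the main membrane-type collagenase, had a log2 fold change of -0.23, Mmp11 of 0.34 and Mmp7 of 0.54.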

GO analysis of biological processes revealed that seven of the top ten upregulated GO terms were related to the immune system and immune activation, specifically the innate immune response (Figure 4E). 

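Interferon-stimulated and macrophage genes leaned upward in knockout deciduas by small amounts, and 1 immune gene, Csf1, passed the test. Of 39 measured interferon-stimulated genes 34 had a positive log2 fold change, with a median of 0.16, and camera placed the list above other genes (adjusted p = 1.48e-08 in limma, adjusted p = 0.413 with an estimated correlation). None of its members was called by limma; 3 had an unadjusted p under 0.05 there, and 2 in limma-voom. These were Ifit3 (24.8 ± 4.93 CPM in controls, 32.7 ± 5.17 CPM in knockouts, SD, n = 3 each; log2 fold change 0.40), its paralog Ifit3b (0.41) and Cmpk2 (0.60), antiviral effectors and enzymes. Zbp1, a sensor of nucleic acids, had 0.32.
Of 20 macrophage genes 18 had positive values, among them Adgre1 (F4/80, log2 fold change 0.35), Csf1r, the receptor of Csf1 (0.22), Mrc1 (0.39) and Cx3cr1 (0.40). None was called by limma, and 0 had an unadjusted p under 0.05 in limma or limma-voom; the median was 0.14 (camera adjusted p = 0.000958 in limma, adjusted p = 0.413 with an estimated correlation). Of 40 chemokine and cytokine genes 1 rose, Csf1, and none fell (2 higher when adjusted over the list alone), with a median of 0.01; Cxcl10 had a log2 fold change of 0.59 and Il1a of 0.51.
Lists of T cell (7 genes, median 0.22), neutrophil (9 genes, median 0.06), dendritic cell and MHC class II (10 genes, median 0.04) and MHC class I presentation genes (15 genes, median -0.03) held no gene called by limma. At an unadjusted p under 0.05 they held 1 gene in limma and 1 in limma-voom, Flt3, a dendritic cell growth factor receptor named after its values were seen, with a log2 fold change of -1.79. Of the B cell list 1 gene was measured, Jchain (0.43).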

Many of the significantly upregulated genes were involved in the complement factor pathway (*C3, Cfb, Cfh*) (Figure 4F). Thus GO analysis suggests that defects in ECM remodeling and changes in immune cells may contribute to the placental defects associated with reduced trophoblast invasion of the decidua.

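Complement genes leaned upward as well, without a called gene. C3 (ENSMUSG00000024164), the central complement component on chromosome 17 of GRCm39 from 57510964 to 57535155, was at 108 ± 57.8 CPM in controls and 264 ± 87.8 CPM in knockouts (SD, n = 3 each), a log2 fold change of 1.36 (standard error 0.21, adjusted p = 0.0993 from limma). Cfb (ENSMUSG00000090231), factor B of the alternative pathway, was at 0.544 ± 0.297 and 1.22 ± 0.218 CPM, a log2 fold change of 1.27 (standard error 0.46, adjusted p = 1.00 from limma). Cfh (ENSMUSG00000026365), the inhibitor factor H, was at 43.9 ± 11.8 and 60.5 ± 6.16 CPM, a log2 fold change of 0.49 (standard error 0.20, adjusted p = 1.00 from limma). In each of the 3 same-numbered pairs the knockout was above the control for these genes, and Cfb alone of them separated all knockout from all control libraries. C3 was called without replicate 1 (log2 fold change 1.62), 2 (1.09) or 3 (1.37), fits in which the spread is pooled across genes.
Over 27 measured complement components, receptors and regulators, 20 had positive values and the median was 0.12 (camera adjusted p = 0.00298 in limma, adjusted p = 0.413 with an estimated correlation). None was called by limma; C3, Cfb, Cfh and C5ar2, a receptor of C5a with a log2 fold change of -1.69, had an unadjusted p under 0.05, and 4 had one in limma-voom. Adjusted over the list alone, 1 was higher and 1 lower. Without the 3 genes picked by the study the list's adjusted p from camera was 0.189 in limma.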

We next aimed to directly assess the impact of trophoblast-specific deletion of VE-cadherin on (1) ECM remodeling and (2) immune cells. 

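Mmp15 (ENSMUSG00000031790), on chromosome 8 of GRCm39 from 96078895 to 96101708, was at 18.0 ± 1.95 CPM in control deciduas and at 6.93 ± 1.28 CPM in knockout deciduas (SD, n = 3 each). The control mean was 2.60 times the knockout mean. The paper's source data, taken from the same RNA sequencing, also give 2.60, so the match is no independent measure. Every knockout decidua was below every control (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The log2 fold change was -1.39 with a 95% interval from -1.83 to -0.94 (standard error 0.19, adjusted p = 0.0612 from limma). Mmp15 was called when genes had to reach 1 CPM in 5 of the 6 libraries (adjusted p = 0.0457 from limma), and without the block it was not (adjusted p = 0.0591 from limma).

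**Figure D4:**
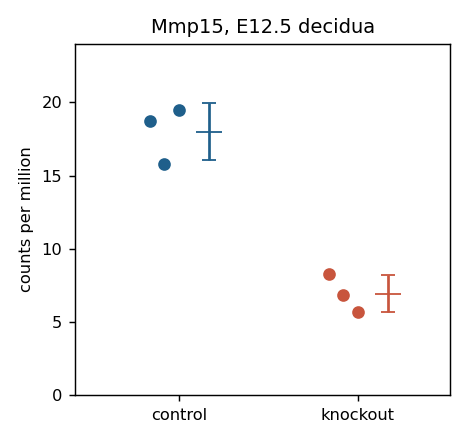
CPM of Mmp15 in 3 control and 3 knockout deciduas, with 1 point per decidua and the mean ± SD beside the points. The control values lie between 15.8 and 19.5 CPM and the knockout values between 5.70 and 8.25 CPM.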

Our RNA-seq data showed a >2.5-fold decrease in *Mmp15* (Figure 4D and Figure 4—figure supplement 1A). MMP15 (also known as MT2-MMP) is a membrane metalloprotease that is expressed in invasive trophoblasts in first trimester human placentas that promotes trophoblast invasion and degrades laminin as gestation progresses (Majali-Martinez et al., 2020; Pollheimer et al., 2014; Majali-Martinez et al., 2016; Turpeenniemi-Hujanen et al., 1995). Examination of MMP15 expression and its target laminin using immunofluorescence revealed increased laminin in the decidual stroma of *Cdh5* knockout placentas but no differences in MMP15 expression in trophoblasts (Figure 4—figure supplement 1B, C). Additionally, we evaluated vinculin, a focal adhesion protein that regulates cell-matrix adhesion and associates with VE-cadherin (Huveneers et al., 2012). Vinculin is required for cell polarization and invasion (Thievessen et al., 2015; Mierke et al., 2010), and vinculin levels were indeed decreased in invasive trophoblasts of *Cdh5* knockout placentas (Figure 4—figure supplement 1D). Together, these results suggest that VE-cadherin cell autonomously controls focal adhesions but not MMP activity and that persistent laminin in the decidua of *Cdh5* knockout placentas is likely a consequence of fewer MMP15-expressing trophoblasts.

Since uterine natural killer (uNK) cells are the most abundant innate immune cell in the decidua, we stained placenta sections with the uNK cell-specific marker DBA. We found markedly increased uNK cells in knockout placentas compared to controls (Figure 4—figure supplement 2A, B). In order to determine the cause of increased uNK cells, we stained for the apoptosis marker cleaved caspase-3 and found numerous apoptotic uNK cells in control placentas; however almost no uNK cells in knockout placentas were positive for cleaved caspase-3 (Figure 4—figure supplement 2A, C). Lastly, we also found multiple significantly upregulated NK cell-related GO terms reflecting increased NK cell activity (Figure 4—figure supplement 2D). Together, these results indicate that loss of trophoblast invasion has non-cell autonomous effects that impact that maternal microenvironment of the placenta.

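Genes of uterine NK cells had small positive differences, and none passed the test. Of 29 measured members of a fixed list 25 had a positive log2 fold change, the median was 0.09 and the values ranged from -0.33 to 0.30. Prf1, the pore-forming protein of cytotoxic granules, was at 826 ± 153 CPM in controls and 950 ± 102 CPM in knockouts (SD, n = 3 each), a log2 fold change of 0.21 (standard error 0.15, adjusted p = 1.00 from limma). Gzmb, a granzyme, was at 317 ± 65.6 and 371 ± 27.0 CPM (log2 fold change 0.25), and Il2rb, the receptor chain for IL-15 that NK cells need, at 162 ± 35.1 and 199 ± 37.1 CPM (0.30). Klrb1b, an NK cell receptor, had 0.28.
None of the 29 was called by limma, and 0 had an unadjusted p under 0.05 in limma or limma-voom. The upper ends of the 29 95% intervals reached at most 0.99 on the log2 scale. As a group the list was above other genes by camera (adjusted p = 0.00648 in limma), but not with an estimated correlation (adjusted p = 0.809). Of its members 25 were highest in control 2 among the controls, and the median was -0.04 without replicate 3 and 0.23 without control 2, knockout 3 and the block, a setting added after seeing the data (camera adjusted p = 2.44e-07 in limma).

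**Figure D5:**
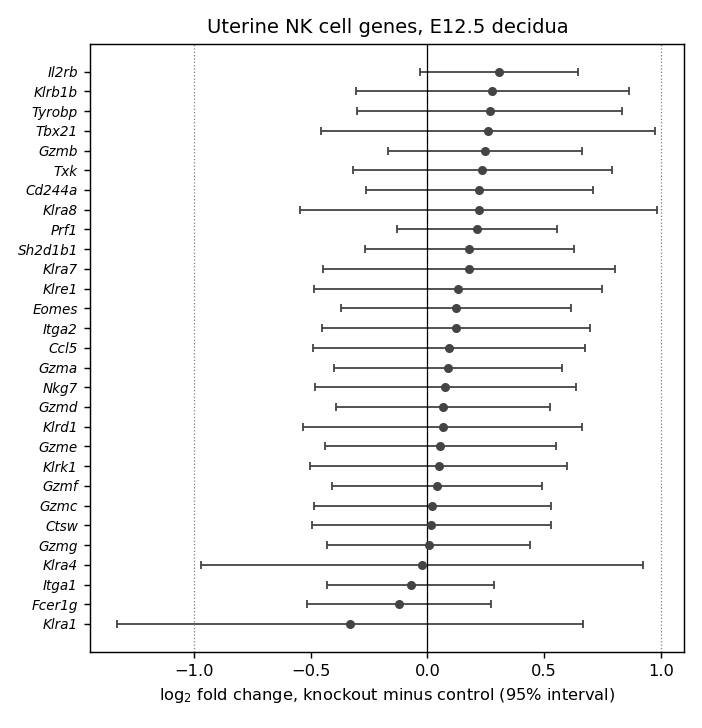
Log2 fold change, knockout minus control, of 29 uterine NK cell genes with 95% intervals from limma; the dotted lines mark -1 and 1. The points lie between -0.33 and 0.30.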

## Discussion

The invasion of the maternal decidua by trophoblasts and their fusion to maternal SAs is a critical step in establishing placental circulation. However, the mechanisms by which trophoblast migration and endovascular invasion are accomplished remain largely unknown. Trophoblasts express endothelial molecular and genetic programs during invasion of SAs (Soares et al., 2018). However, the function of specific endothelial genes in trophoblasts has not been functionally assessed in vivo, and this model remains untested. In blood and lymphatic ECs, VE-cadherin is used to maintain vascular integrity (Corada et al., 1999; Crosby et al., 2005; Carmeliet et al., 1999), restrict endothelial migration (Crosby et al., 2005; Hägerling et al., 2018), and regulate angiogenic growth (Gaengel et al., 2012). While it is an attractive concept that trophoblasts may form vascular sinuses using similar genetic programs, the findings that loss of VE-cadherin decreases trophoblast cell migration and prevents SA remodeling suggest that trophoblasts utilize VE-cadherin in a manner distinct from ECs. Our work characterizing mechanisms of endovascular invasion in the placenta suggests that the use of endothelial proteins by trophoblasts may be relatively specific to their role in the placenta and not a simple reflection of vascular EC function.

VE-cadherin is primarily an adhesive receptor that acts in a homotypic manner to establish strong EC-cell junctions. Evidently, VE-cadherin is required in trophoblasts to invade the maternal decidua and remodel the maternal microenvironment. Our findings that loss of VE-cadherin decreases vinculin but not MMP15 in trophoblasts suggest that VE-cadherin mainly regulates cell invasion and that ECM remodeling defects are likely secondary consequences of decreased trophoblast invasion. A second interesting aspect of *Cdh5* knockout placentas is persistent innate immune cells within the decidua. uNK cells (called decidual NK cells or dNK cells in humans) are present in the mouse decidua at E6.5, prior to formation and invasion of trophoblasts, and decline in number beginning at E12.5 (Rajagopalan, 2014; Sojka et al., 2018). uNK cells also secrete factors such as VEGF-C that promote SA remodeling (Pawlak et al., 2019). Significantly, increased dNK cells is also characteristic of preeclamptic placentas (Zhang et al., 2019), similar to our mouse model. Our findings raise the possibility that trophoblast migration into the decidua may coordinate decidual matrix and immune changes that promote SA remodeling.

In humans, defective SA remodeling and shallow trophoblast invasion are hallmarks of preeclampsia. Preeclampsia is a complex and heterogeneous disease with maternal and fetal contributions to its pathogenesis, and many in vitro models fail to fully recapitulate many aspects of its pathophysiology. Most rodent models of preeclampsia utilize maternal genetic or pharmacological perturbations (Gatford et al., 2020; Marshall et al., 2018), and there have been few in vivo models in which preeclamptic features are recapitulated with fetal modulation of trophoblasts. Previous studies of human placentas showed that invasive trophoblasts in severely preeclamptic placentas exhibit reduced expression of VE-cadherin (Zhou et al., 1997a) however whether this is a cause or consequence of placental dysfunction has been unclear. Our mouse model utilizing trophoblast-specific knockout of VE-cadherin exhibits many histopathological and clinical features of preeclampsia and suggests that loss of VE-cadherin in trophoblasts may be a primary contributor to preeclampsia pathogenesis. Additionally, we observe secondary defects in organogenesis and vascular development in the embryo (Perez-Garcia et al., 2018), which has also been linked to placentation defects. Interestingly, VEGF-A is known to induce VE-cadherin expression in cultured trophoblasts (Chang et al., 2005) and may therefore be a useful strategy in treating preeclampsia. Trophoblast-specific loss of VE-cadherin may serve as a useful model for studying fetal contributions to preeclampsia.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculcus*)	CYP19A1(Tg)-Cre	Wenzel and Leone, 2007		
Genetic reagent (*Mus musculcus*)	*Cdh5* flox	Yang et al., 2019		
Antibody	Anti-Endomucin (goat polyclonal)	R&D	AF4666	IF(1:400)
Antibody	Anti-Endomucin (rat monoclonal)	Abcam	ab106100	IF(1:300)
Antibody	Anti-TER119 (rat monoclonal)	Abcam	ab91113	IF(1:300)
Antibody	Anti-VE-cadherin (goat polycloncal)	R&D	AF1002	IF(1:200)
Antibody	Anti-CK8 (rabbit monoclonal)	Abcam	ab53280	IF(1:300)
Antibody	Anti-CK8 (rat monoclonal)	DSHB	TROMA-1	IF(1:400)
Antibody	Anti-αSMA-Cy3 (mouse monoclonal)	Sigma	C6198	IF(1:300)
Antibody	Anti-Cleaved Caspase-3 (rabbit polyclonal)	Millipore Sigma	AB3623	IF(1:100)
Antibody	Anti-MMP15 (rabbit polyclonal)	Thermo Fisher Scientific	PA5-13184	IF(1:200)
Antibody	Anti-Laminin (rabbit polyclonal)	Sigma	L9393	IF(1:200)
Antibody	Anti-Vimentin (goat polyclonal)	R&D	AF2105	IF(1:300)
Antibody	Anti-Vinculin (mouse monoclonal)	Sigma	V9131	IF(1:200)
Commercial assay or kit	Direct-zol RNA Miniprep Kits	Zymo Research	R2053	
Software, algorithm	ImageJ	NIH, Bethesda, MD, USA	RRID:SCR_003070	
Software, algorithm	GraphPad Prism	GraphPad	RRID:SCR_002798	
Software, algorithm	Picard v2.17.11	Picard	RRID:SCR_006525	
Other	DBA-Biotin	Vector Labs	B-1035	(1:500)

### Generation of mutant mice

*CYP19A1(Tg)-Cre* mice have been previously described (Wenzel and Leone, 2007) in which the transgene relies on Cre expression under a 501 bp region with the first exon of human *CYP19A1* containing regulatory elements for trophoblast-specific expression, as *CYP19A1* is not endogenously expressed in trophoblasts. 

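Cdh5 (ENSMUSG00000031871) lies on the plus strand of chromosome 8 of GRCm39 from 104828231 to 104871143 and has 12 exons in its annotated protein-coding transcript. Exon 3 runs from 104852091 to 104852379 (289 nucleotides) and exon 4 from 104853175 to 104853291 (117 nucleotides), and both are coding over their whole length. Together they hold 406 of the 2352 coding nucleotides, which leaves a remainder of 1 after division by 3, so joining exon 2 to exon 5 shifts the reading frame. In the 6 deciduas, Cdh5 as a whole gene had a log2 fold change of 0.19, knockout minus control (standard error 0.23, adjusted p = 1.00 from limma). This value includes the endothelial transcripts of the decidua.

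**Figure D6:**
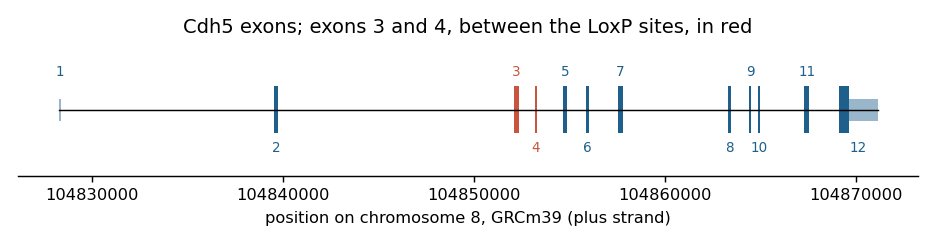
Exons of Cdh5 along chromosome 8, in base pairs, with coding parts as tall boxes and untranslated parts as low boxes. Exons 3 and 4, between the LoxP sites, are in red.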

VE-cadherin (*Cdh5*) floxed mice have been previously described (Yang et al., 2019) and were generated with LoxP sites flanking exons 3 and 4. Mice were bred according to standard protocols and maintained on a mixed background. Male *Cdh5^fl/fl^* mice were mated to female *CYP19A1(Tg)^Cre^; Cdh5^fl/+^* mice due to the influence of parental inheritance on Cre expression, with maternal inheritance providing the most robust and consistent expression (Wenzel and Leone, 2007). Mating pairs were set up in the afternoon and vaginal plugs checked in the morning. Presence of a vaginal plug indicated embryonic day (E)0.5. Cre-negative (*Cdh5^fl/+^* and *Cdh5^fl/fl^*) and Cre-positive heterozygous (*CYP19A1(Tg)^Cre^; Cdh5^fl/+^*) littermates were used as controls. All procedures were conducted using an approved animal protocol (806811) in accordance with the University of Pennsylvania Institutional Animal Care and Use Committee.

### Intrauterine Doppler ultrasound

In utero Doppler ultrasound was performed by a trained technician using the VEVO2100 Ultrasound System equipped with the MS-400 transducer (30 MHz). E12.5 pregnant mice were lightly anesthetized using 2% isoflurane. Hair was removed from the abdomen using chemical hair remover (Nair), and the animals were placed on a warming pad. Maternal heart rate and temperature were continuously monitored and consistently within 400–500 bpm and 37°C. Ultrasound gel was applied to the abdomen and the transducer applied to visualize embryos and placentas using the maternal bladder as an anatomical landmark. Color Doppler was used to visualize the umbilical vessels, and pulse wave (angle of insonation <60°) measurements were made at the point where the umbilical artery inserts into the placenta. From the Doppler waveforms, PSV and EDV were measured and used to calculate resistance index [RI = 1 – PSV/EDV] and pulsatility index [PI = (PSV – EDV)/mean velocity, where mean velocity = (PSV +EDV)/2]. Heart rate was calculated as beats per minute by dividing 60 s by the systolic + diastolic time.

### Histology and immunofluorescence staining and analysis

Whole mouse embryos or placentas were collected and fixed in 4% paraformaldehyde (PFA) overnight at 4°C prior to dehydration in alcohol and paraffin embedding. Tissue sections underwent to dewaxing and rehydration through xylene and ethanol treatment and were then subject to H&E staining or processed for immunofluorescence. For immunodetection, 10 mM citrate buffer (pH 6) was used for antigen retrieval, and sections were blocked with 10% donkey serum in 1% BSA prior to primary antibody treatment overnight at 4°C. A list of antibodies can be found below. Fluorescence-conjugated Alexa Fluor secondary antibodies were used (1:500, Invitrogen) according to the primary antibody species and counterstained with DAPI (1:1000). Sections or tissues were mounted on slides with ProLong Gold Antifade reagent. Signals were detected and images collected using a Zeiss LSM 880 confocal microscope and Zeiss Axio Observer 7 widefield microscope. Images were visualized using ImageJ/FIJI software (NIH).

### Whole-mount immunofluorescence

Whole mouse placentas were collected and fixed in 4% PFA overnight at 4°C and then placed in 1× PBS. Placentas were embedded in 3% low-melt agarose and cut into 200 μm thick sections using a vibratome. Sections were permeabilized with 0.2% Triton X-100 and blocked with 10% donkey serum in 1% BSA prior to primary antibody treatment overnight at 4°C. Fluorescence-conjugated Alexa Fluor secondary antibodies were used (1:500, Invitrogen) according to the primary antibody species and counterstained with DAPI (1:1000). Sections were mounted on a glass slide in a silicone isolator and filled with ProLong Gold Antifade reagent. Signals were detected and images collected using a Zeiss Axio Observer 7 widefield microscope with the Apotome 3 attachment for optical sectioning. Raw images were deconvoluted using ZEN Blue. Maximum intensity projections were generated using ImageJ/FIJI software (NIH).

### Quantification of immunofluorescence images

Number of CK8^+^ trophoblasts were manually counted and divided by total decidual area. Trophoblast invasion depth was measured as the distance the farthest CK8^+^ trophoblast was found in the decidua relative to the junctional zone. Percent labyrinth EC coverage was measured by quantifying Endomucin-positive area as a percentage of total labyrinth area. Number of αSMA^+^ smooth muscle cells were manually counted and divided by number of SAs. SA diameter was manually measured using only circular SAs, taking the average of the long- and short-axis diameters, and averaging at least five SAs per section per placenta. Trophoblast-endothelial displacement was quantified by measuring the circumference of the vessel lumen and then measuring the length of CK8^+^ trophoblasts in contact with the lumen. Percent displacement was calculated by dividing the trophoblast length by the lumen circumference. VE-cadherin deletion was quantified by measuring VE-cadherin^+^CK8^+^ area (determined by Colocalization Threshold plugin in FIJI) and calculating it as a percent of CK8^+^ area. The Colocalization Threshold plugin was also used to generate colocalization images in Figure 1—figure supplement 3C. Laminin and vinculin mean fluorescence intensity was calculated by dividing total fluorescence intensity by area. All images were analyzed using ImageJ/FIJI software.

### Bulk RNA-seq

Total RNA was extracted from E12.5 deciduas (n = 3 per genotype) using Direct-zol RNA miniprep kit (Zymo Research). Quality assessment, cDNA library synthesis, and sequencing using Illumina HiSeq with a 2 × 150 configuration were conducted through GeneWiz. Fastq files were assessed for quality control using the FastQC program (v0.11.7). They were then aligned against the mouse reference genome (mm39) using the STAR aligner (v2.7.8a) (Dobin et al., 2013). Duplicate reads were flagged using the MarkDuplicates program from Picard tools (v2.17.11) (http://broadinstitute.github.io/picard/). Per gene read counts for Ensembl (GRCm39) gene annotations were computed using the R package Rsubread (Liao et al., 2019) and duplicate reads were removed. Gene counts were normalized as counts per million (CPM) using the R package edgeR (Robinson et al., 2010) and genes with CPM < 1 in 25% of samples were filtered out. The data was transformed using the VOOM function from the limma R package (Law et al., 2014). Differential gene expression was performed as a paired analysis using limma. p-Values were adjusted for multiple comparisons using Benjamini-Hochberg procedure. Genes with adjusted p-values less than 0.05 and an absolute log_2_-fold change >1 were considered significantly differentially expressed genes. The RNA-seq data set has been deposited in the NCBI GEO under accession ID number GSE189408.

### Statistical analysis

All data are reported as means with n ≥ 3 independent experiments or mice, and error bars represent standard deviation. Each data point in the figures represents one individual placental or embryo. The explicit number of samples is indicated in the figure legends. No explicit power analyses were used to predetermine sample size, and no randomization was used. No samples were excluded for analysis. Statistical significance was determined using Welch’s t-test. Differences between means were considered significant at p < 0.05. Significant differences in expected genotypes was calculated using two-tailed Fisher’s exact test and considered statistically significant at p < 0.05.

## Data Availability

Source Data files have been included for Figure 1, Figure 1—figure supplement 1, Figure 1—figure supplement 2, Figure 1—figure supplement 3, Figure 2, Figure 3, Figure 4—figure supplement 1, and Figure 4—figure supplement 2. All reagents have been listed in the Methods section in this paper. The RNA-seq data set has been deposited in the NCBI GEO under accession ID number GSE189408. Investigators interested in the animals used in this study should contact Dr. Jeremy Veenstra-Vanderweele (Columbia University), Dr. Gustsavo Leone (Medical University of South Carolina), and Dr. Joshua Scallan (University of South Florida). The following dataset was generated: DerekC S MarkL K ApoorvaB 2021VE-cadherin is essential for trophoblast migration and endovascular invasionNCBI Gene Expression OmnibusGSE189408

## Additional files

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

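RNA was measured in 6 deciduas at E12.5, 3 from control and 3 from CYP19A1(Tg)Cre; Cdh5fl/fl knockout placentas, with 1 library per decidua. The authors checked reads with FastQC 0.11.7, aligned them to mm39 with STAR 2.7.8a, marked duplicates with Picard 2.17.11 and removed them, counted reads per Ensembl gene with Rsubread, and normalized and filtered the counts as CPM with edgeR before a paired test in limma. The paper's text does not state how reads matching several genes, or the strand of the reads, were handled.

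The authors deposited 1 file per library with log2 values of 13278 genes. Checks on the values showed that they are voom log2 CPM on TMM library sizes, raised by 1 constant shared by the 6 libraries (7.48 on the log2 scale), so that the lowest value over all files is 1. With that constant and the count offset of 0.5 taken off, the values of all genes in each library were whole numbers times 1 factor, to within 0.01, which gave back the counts. The scaling factors in the deposited values were within 0.000774% of TMM factors computed from these counts. Every gene reached 1 CPM in at least 2 of the 6 libraries, 171 of them in 2, 191 in 3, 174 in 4, 241 in 5 and 12501 in 6. No mitochondrially encoded gene and no Y chromosome gene was among them, and 13266 of the IDs had a name in the GENCODE M39 annotation.

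Recovered totals ran from 40195570 to 47996973 counts in controls and from 39539361 to 48266583 in knockouts. At these depths counting error, over all genes together, was small beside the spread between deciduas. Chi-square per degree of freedom between 2 libraries of a group was 41.7 to 159. Log2 correlations were 0.968 to 0.991, and no 2 libraries held the same counts. For genes near 1 CPM, such as Cfb and Nos1, counting error was not compared with the spread.

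Genotypes were compared with limma 3.58.1 (trend, in R 4.3.3) on the deposited log2 values, with the replicate number as a block and Benjamini-Hochberg adjustment over all genes. The first choice had been a quasi-likelihood test on counts; the rule set for files that hold log2 values, limma on the values as they are, was applied instead. A gene was called at an adjusted p under 0.05 in limma and an absolute log2 fold change over 1, the limits the paper states. Means and SDs are of CPM on TMM library sizes over 3 deciduas, standard errors and 95% intervals are from limma, and single measures were also compared by exact permutation of 3 against 3.

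The text names every gene that the paper's results name from the RNA sequencing, Cdh5 and Vcl, the 10 largest rises and the 10 largest falls among called genes that moved the same way in the 3 same-numbered pairs, and up to 4 members with the smallest p of each gene list described. The lists, 45 in number, cover the genes picked by the study, trophoblast types (general, junctional zone and invasive, parietal giant cell, labyrinth), the prolactin and Psg families, decidual stroma, immune cells, endothelium, smooth muscle, uterine epithelium, fetal erythroid cells, yolk sac endoderm, matrix and adhesion genes, complement, interferon-stimulated genes, cytokines, hypoxia, preeclampsia and angiogenic genes, apoptosis, cell cycle, nuclear pore, immediate early and ribosomal protein genes. Each was compared with all other genes by camera in limma, with a preset correlation of 0.01 and with an estimated one. The Y-linked and mitochondrial lists held no measured gene, and 42 lists had enough members for camera.

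Tested on 20 simulated data sets of this design with 200 changed genes each, 98% of genes with a log2 fold change of 2 were called, 44.8% of those with 1 were called and 75.5% of them passed the adjusted p, with 12 false calls on average. Moved lists were detected in 20 of 20 data sets and lists without a change in 0. The moved lists were random genes shifted together by more than the medians of the interferon-stimulated, macrophage, complement and uterine NK lists. Detection meant an unadjusted p under 0.05 from camera with the preset correlation. The simulated libraries carried no replicate effect, and detection of smaller shifts was not simulated. These rates, false calls included, were not shown to carry over to genes that vary together. In the measured data the estimated correlation was 0.974 within the Psg family and 0.976 within the ribosomal protein genes. Of 42 lists 18 passed camera with the preset correlation and 0 with an estimated one. The second form rests on the 2 residual degrees of freedom of the fit, so its 0 is no evidence against the 18 lists.

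The alternatives were limma-voom, no replicate block, median-of-ratios scaling, library size alone, a filter of 1 CPM in 5 of the 6 libraries, a stricter adjusted p of 0.01, each replicate number and each library left out, camera with an estimated correlation, and lists without the genes the paper names. Added after the data were seen were fits without control 2 and knockout 3, with the mean of the parietal giant cell or the labyrinth list as a covariate, an unadjusted p with the fold limit, and 2 combinations of the estimated correlation with another choice. Gene ontology terms were not analysed here. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The paper's immunostaining and morphology were not re-analysed, since the deposited values hold RNA alone. The paper's density of DBA+ cells was set beside the uterine NK cell genes, without a test that joins them.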

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

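Of the tests in this part, the comparison with lists matched on transcript length was set before its result was seen, and the others were chosen after.

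Differences between the genotypes appeared in 17 called genes outside those the paper's text discusses. Lower in knockouts were Prl7c1 (log2 fold change -2.18), Dtx1 (-1.86), Prl7b1 (-1.73), Prl2c1 (-1.56) and Psg29 (-1.44). Higher were Aqp5 (2.58), Kcne2 (2.32), Aqp8 (2.32), Elapor1 (2.10), Akr1b7 (2.09), Abcb1b (2.02), Sgms2 (1.93), Fam13a (1.85), Slc34a2 (1.79), Cuzd1 (1.6), Tmprss4 (1.57) and Napsa (1.15). Their adjusted p ran from 0.0247 to 0.048 in limma. Without the replicate block Akr1b7 and Tmprss4 alone were called.

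With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split called 24 genes and the highest of the others 42, and 3 of the 10 splits, the real one included, called at least 24. The 2 others each parted 1 same-numbered pair and amount, with the block, to the same contrast of control 2 with knockout 2, while the other splits that part 3 pairs called 0, 1 and 0 genes in limma (305, 1928 and 131 at an unadjusted p under 0.05). Without the replicate block the real split called 2 and the highest other 111, with control 1, knockout 1 and knockout 2 on 1 side, which points to a structure of the samples; these 3 libraries were the lowest on the first principal component (-12.9, -18.1 and -36.0).

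Genes of parietal giant cells and the labyrinth were high in control 2 and knockout 3 (Prl2c3 at 1480 and 2030 CPM against 297 to 410 CPM in the other libraries, Prl3b1 at 792 and 746 CPM against 71.5 to 129 CPM). Transcript length is argued against, since the median deviation of the 22 members in these 2 libraries, 1.41 on the log2 scale, was at percentile 100 of 1000 lists matched on exon length and level (median 0.21). Placental tissue carried over with these 2 deciduas is a candidate explanation that stays open: 15 of the 22 genes were highest in both libraries, which were singled out by these same lists, and of the 11 labyrinth genes outside the parietal giant cell list 5 were, between the limits set for and against it. The pattern was not limited to placental genes, as 75 of 76 ribosomal protein genes and 4 of 4 adult globin genes were also highest in both. Why these moved too was not tested. None of the 22 was picked by the study, and 7 of them are also in the prolactin family list. Differences in stage or in the position of the sampled tissue were not tested.

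In knockouts 11 genes were called lower, 4 of them among the paper's 9 invasive trophoblast genes. A lower labyrinth content of the knockout dissections is argued against as the whole cause of these 11 falls. In pair 3 the labyrinth list was higher in the knockout (0.67) than in the control (-0.38), yet all 11 genes were lower there. As a part of the cause in the other pairs it stays open. With the labyrinth list mean as a covariate and no block these 11 genes had a median log2 fold change of -2.30 (median standard error 0.43). With neither, the median was -2.12 (0.45). With the covariate 5 of them were called, against 0 with neither (all 11 had an unadjusted p under 0.05 in limma). These covariate fits cannot decide on such a part, since the 11 genes were called with the block. The block favors genes that fall alike in all same-numbered pairs, whereas the labyrinth list fell in some pairs and rose in another. Genes that follow that list were thus unlikely to be among the 11. The parietal list mean moved folds too little to test this cause (median shift 0.0059 over all genes, against 0.069 for the labyrinth list). Less placental tissue of any kind, the junctional zone included, cannot be told apart from a change in these genes. The mean of the parietal giant cell and labyrinth lists differed by -0.19 between genotypes with a standard error of 0.72. Reads shared between paralogs are argued against as the whole cause, since 5 of the 11 genes (Pappa2, Cdx2, Aldh1a3, Dtx1 and Car2) lie outside the prolactin, Psg, Ceacam and cytosolic phospholipase A2 families, and stay open for the other 6. Fewer or altered invasive trophoblasts, which the genotype may cause, also stay open.

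In knockouts 13 genes were called higher, among them Aqp5, Aqp8, Kcne2 and Abcb1b. More uterine epithelium as a whole is argued against as the cause of the rises of Aqp5 and Aqp8, since the 12 epithelial genes at most as abundant as Aqp8 in controls, these 2 included, had a median log2 fold change of 0.37 and an upper quartile of 0.60, against rises of 2.58 and 2.32. This holds as far as the 12 genes come from uterine epithelium. Their expression by other cells, which could dilute or mask a rise, was not tested. A smaller rise of the epithelial share stays open, as camera placed the list above other genes with the preset correlation (adjusted p = 8.88e-06 in limma, 0.603 with an estimated one). The abundant Epcam and Cdh1 were at 76.3 and 52.4 CPM in controls and 74.5 and 54.8 CPM in knockouts. They are 2 of the 27 list members, of which 18 had positive log2 fold changes and 9 negative ones. A lower share of trophoblasts that raises all maternal cell types is argued against as the cause of these 13 rises. The lists of 9 maternal cell types had medians of at most 0.22 and upper quartiles of at most 0.40, below the smallest called rise, 1.15. These values do not show whether trophoblasts were fewer. A response of some epithelial or decidual cells to the genotype stays open as a hypothesis and was not tested.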

How the results depend on the processing

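Fits without control 2 and knockout 3, with a list mean as a covariate, with an unadjusted p and the fold limit, and the estimated correlation combined with another choice were chosen after the results were seen; the other alternatives were set before.

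The count of 24 called genes (13 higher, 11 lower) held within 1.5 times with limma-voom (23, all shared), median-of-ratios scaling (23, all shared), library size alone (23, all shared) and 1 CPM in 5 of 6 libraries (26, 22 shared). With the block left out as well, it was 75 without control 2 and knockout 3 (20 shared; 76 past the adjusted p alone), 50 with the parietal covariate (16 shared; 53 past the adjusted p alone) and 31 with the labyrinth covariate (14 shared). At an adjusted p under 0.01 limma called 0 genes (265 had an unadjusted p under 0.05, and 266 in limma-voom), and an unadjusted p with the fold limit gave 126.

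Pairing rests on the methods' word, since they do not name what paired the deciduas. Over genes, the deviations of same-numbered libraries from their group mean correlated at 0.28, -0.49 and -0.27 for replicates 1, 2 and 3, while control 2 and knockout 3 correlated at 0.62, so the numbers did not pair the most alike libraries. Without the replicate block 2 genes were called, both among the 24, and 2 passed the adjusted p alone. Among named genes that change left 94 as they were and took 22 below the threshold, all in the same direction. Without the block, 0 genes were called when control 1, control 3, knockout 1 or knockout 2 was left out (863, 154, 185 and 223 at an unadjusted p under 0.05 in limma), 8 without control 2 (7 higher, 5 shared) and 7 without knockout 3 (4 higher, 5 shared), with the same counts past the adjusted p alone. The cause was not tested.

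Without replicate 1, 2 or 3 and with the block, 53, 144 and 171 genes were called (23, 24 and 24 of the 24 shared) and 53, 318 and 171 passed the adjusted p alone; these fits keep 1 residual degree of freedom, so the spread is mostly pooled across genes, and more calls do not mean a firmer result. Of the top 100 genes 47 were higher, 17 to 61 without replicate 1, 2 or 3 (17 without replicate 3), and 34 to 66 without single libraries and the block.

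Lists past camera numbered 18 of 42, 17 without the block, 12 without the genes the paper names and 12 to 23 with libraries left out. With an estimated correlation 0 lists passed, also without the block and without the genes the paper names (lowest adjusted p 0.413, or 0.343 without the block, in limma). This form of camera rests on the residual degrees of freedom of the fit, 2 with the block and 4 without, so few lists could pass. The preeclampsia and decidual stroma lists had estimated correlations of -0.046 and -0.023, below the preset 0.01. Their unadjusted p from camera still rose from 0.00426 to 0.0899 and from 0.000948 to 0.0646. Correlation was thus not the whole cause.

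Mmp15 kept its direction in every alternative. Not called under the other scalings, with limma-voom, or with no block and no other change, nor without a block and 1 library, it was called at -1.39 with 1 CPM in 5 of 6 libraries, where fewer genes were tested (adjusted p 0.0457 in limma, within a range of 6.19e-08 to 0.324 over its alternatives), at -1.49 to -1.20 without replicate 1, 2 or 3, at -1.35 without control 2 and knockout 3, at -1.38 with the parietal covariate and at -1.50 with the labyrinth covariate. The cause was not tested beyond the fewer genes.

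Of the 24 called genes, 1 was lost with median-of-ratios scaling and 1 with library size alone, Aldh1a3 in both, and 1 with limma-voom, Napsa. Over the fits that left libraries out, 836 of the values of named genes kept direction and side of the threshold, 135 became weaker, 50 stronger and 23 reversed; for lists these were 154, 28, 20 and 14. The log2 fold changes that reversed, none of a called gene, were the following. Without replicate 1, 2 or 3 they ranged from -0.16 to 0.38 for Cdh5, -0.010 to 0.66 for Col12a1, -2.62 to 1.09 for Ctsq, -0.18 to 0.41 for Lama4, -0.10 to 0.91 for Mmp7, -0.079 to 0.28 for Nup98, -0.73 to 1.62 for Prl2c3, -0.22 to 3.05 for Prl3d1, -0.049 to 0.25 for Tpr and -0.31 to 1.10 for Vcl. List medians ranged from -0.87 to -0.013 for general trophoblast genes, -0.87 to 1.32 for parietal giant cells, -1.13 to 0.26 for prolactins, -0.040 to 0.36 for uterine NK cells, -0.18 to 0.32 for collagens, -0.13 to 0.18 for matrix glycoproteins, -0.21 to 0.23 for ADAMTS genes, -0.15 to 0.16 for focal adhesion and -0.45 to 0.0096 for fetal erythroid genes, where the sign of the test reversed.

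Without the block and without control 2, Cdh5 was at -0.0073, Ctsq at 0.37, Hbb-bh1 at 0.0095, Lama3 at -0.050, Tpr at -0.0060 and Vcl at -0.046. Without knockout 1, Hbb-bh1 was at 0.18, Hbb-y at 0.18 and the fetal erythroid median at 0.16. Without knockout 2, Lama4 was at -0.052, Slc16a1 at 0.0093, the endothelial median at 0.016 and the fetal erythroid median at -0.072. Without knockout 3, Prl2c3 was at -0.34 and the parietal median at -0.36. Without control 1, Prl3d1 was at -0.085, and without control 3 the uterine NK median was at -0.038. With the labyrinth covariate Ctsq was at 0.24, Hbb-bh1 at 0.0024, and the prolactin and fetal erythroid medians at -0.012 and 0.090. The cause of these reversals was not tested.

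Depth was not varied. Over all genes together, counting error was small beside the spread between libraries of a group (chi-square per degree of freedom 41.7 to 159). This was not examined for genes near 1 CPM alone. Genes that reach 1 CPM in fewer than 2 libraries are not in the files. DESeq2 and edgeR's filterByExpr were not run. The files hold log2 values, but whole counts were recovered from them, so the format did not prevent either. A fit without a filter was not run, as the genes removed by the authors' filter are not in the files. Other pseudocounts were not run either.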

Differences from the paper's values

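The fits without control 2 and knockout 3 and with a list mean as a covariate were chosen after the results were seen.

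The paper presents 28 genes of the RNA sequencing as differentially expressed at an adjusted p and a fold limit that were also used here. All 28 moved in the direction the paper gives, where it gives one, and had an unadjusted p under 0.05 in limma (27 in limma-voom, 28 without the block), 23 of them with an absolute log2 fold change over 1. At the adjusted p 7 were called by limma, Pla2g4f, Pla2g4d, Car2, Aldh1a3, Cdx2, Pappa2 and Csf1, and 21 were not, 16 of which passed the fold limit. All 20 genes that the paper places in its top 100 were in the top 100 here.

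Of the 21, 16 were called in another setting. The fits without replicate 1, 2 or 3 keep 1 residual degree of freedom and called 53, 144 and 171 genes, so a call there is not a firmer result. Gabrp, Mmp15 and Prl4a1 were called with 1 CPM in 5 of 6 libraries, an alternative set before the data were examined. Ascl2, C3, Gabrp, Klk1, Mmp15, Nos1, Prl4a1, Slc27a2 and Tmem132e were called without replicate 1, 2 or 3 alike, Ccl28, Tmc5 and Vwa2 without replicate 2 or 3, Ncam1 and Tfap2c without replicate 3, Adamts13 and Ermap without replicate 2, and Slc27a2 without control 2 and the block. Without control 2 and knockout 3, a setting chosen after seeing the values that calls 17 of the paper's 28 genes and drops 11, Gabrp, Klk1, Mmp15, Ncam1, Nos1, Slc27a2, Tfap2c, Tmc5, Tmem132e and Vwa2 were called. With the parietal covariate, chosen after seeing the values, which calls 14 and drops 14, Ccl28, Gabrp, Mmp15, Slc27a2, Tfap2c, Tmc5, Tmem132e and Vwa2 were called, and with the labyrinth covariate, likewise, which calls 9 and drops 19, Gabrp, Mmp15, Slc27a2 and Tmem132e were. Adamts9 (log2 fold change 0.49), Cfh (0.49), Ntn1 (0.46) and Fbln1 (0.43), which are under the fold limit, and Cfb (1.27, adjusted p = 1.00 in limma) were called in no setting run.

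In gene ontology, the paper reports matrix-related terms among its top upregulated cellular components and immune-related terms among its top upregulated biological processes. Of the fixed lists, camera with the preset correlation placed the interferon-stimulated, macrophage and complement genes above other genes, but not with an estimated correlation (adjusted p = 0.413 each in limma), nor the complement list without the study's own genes (adjusted p = 0.189 in limma). Collagens, laminins and matrix glycoproteins did not pass (adjusted p 0.0861, 0.17 and 0.14 in limma). These 6 lists held 0 genes called by limma, with 3, 0, 4, 0, 0 and 3 of their genes at an unadjusted p under 0.05 (2, 0, 4, 0, 1 and 2 in limma-voom). The uterine NK list, with 0 called, was also above other genes by camera (adjusted p = 0.00648 in limma, 0.809 with an estimated correlation). The chemokine and cytokine list held 1 called gene, Csf1, which rose, and did not pass camera (adjusted p = 0.12 in limma).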

Other observations

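The comparison of the NK cell genes with the paper's cell counts was chosen after the results were seen.

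Genes of preeclampsia and angiogenesis held 1 called gene among 19 measured, Pappa2. Flt1, the VEGF receptor whose soluble form rises in preeclampsia, was at 112 ± 19.8 CPM in controls and 57.2 ± 17.8 CPM in knockouts (SD, n = 3 each), a log2 fold change of -1.0 that did not pass (adjusted p = 0.543 in limma). Inhba was at -0.46 and the placental growth factor Pgf at -0.32. The list's median was -0.06 (camera adjusted p = 0.0105 in limma, 0.413 with an estimated correlation, 0.185 without the genes the paper names).

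Of 23 endothelial genes 0 were called, with 0 at an unadjusted p under 0.05 in limma and limma-voom and a median of 0.12 (camera adjusted p = 0.00144 in limma, 0.475 with an estimated correlation). None of 15 smooth muscle genes was called (median 0.04); Rgs5, a pericyte gene named after its values were seen, was at -0.80, the 1 gene with an unadjusted p under 0.05 in limma and limma-voom. Among 8 fetal erythroid genes 0 were called by limma (median -0.12; camera adjusted p = 0.0182 in limma, 0.603 with an estimated correlation), and Ermap (-1.11) and the embryonic globin Hba-x (-0.52) had an unadjusted p under 0.05, 2 in limma-voom as well; 4 adult globin genes had a median of 0.11 with 0 called by limma and 0 at that limit in either tool. Without control 2, knockout 3 and the block, a setting added after seeing the data, the medians were 0.35 for endothelial, 0.26 for smooth muscle and 0.27 for macrophage genes (camera adjusted p = 2.22e-10, 0.0377 and 0.000131 in limma), and -0.18 for labyrinth and -0.35 for fetal erythroid genes (0.0143 and 0.0165). The 6 yolk sac endoderm genes had a median of 0.36 (camera adjusted p = 0.00648 in limma, 0.413 with an estimated correlation) and 0 called by limma, with Afp, named after its values were seen, at 1.39 and an unadjusted p under 0.05 in limma and limma-voom.

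Focal adhesion genes (23, median 0.03), cadherins and catenins (12, median 0.03), hypoxia genes (25, median -0.03), apoptosis genes (22, median -0.02) and cell cycle genes (23, median 0.00) held 0 genes called by limma and 0 at an unadjusted p under 0.05 in limma or limma-voom. Vcl, vinculin, was at 0.58 (standard error 0.48), Actn1 at -0.23, Src at -0.19 and Vasp at -0.15. Of 17 immediate early genes 0 were called by limma (median 0.00), and Hspa1a, named after its values were seen, was at 0.47 with an unadjusted p under 0.05 in limma and limma-voom. Of 76 ribosomal protein genes 0 were called by limma and 0 had an unadjusted p under 0.05 in limma or limma-voom (median -0.08; camera adjusted p = 0.00947 in limma, 0.934 with an estimated correlation).

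In the paper's source data, the paper's density of DBA+ cells was 171 ± 26.2 per mm2 in controls (n = 11) and 355 ± 110 in knockouts (n = 5; SD), a fold of 2.07 or 1.05 on the log2 scale. The 95% intervals of all 29 uterine NK cell genes in whole deciduas lay below that value. The stained area and the whole decidua are not the same sample, and no test joined them.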
